# Inter-Strain Epigenomic Profiling Reveals a Candidate IAP Master Copy in C3H Mice

**DOI:** 10.3390/v12070783

**Published:** 2020-07-21

**Authors:** Rita Rebollo, Mariana Galvão-Ferrarini, Liane Gagnier, Ying Zhang, Ardian Ferraj, Christine R. Beck, Matthew C. Lorincz, Dixie L. Mager

**Keywords:** transposable elements, endogenous retrovirus, mouse, C3H, IAP, epigenetics

## Abstract

Insertions of endogenous retroviruses cause a significant fraction of mutations in inbred mice but not all strains are equally susceptible. Notably, most new Intracisternal A particle (IAP) ERV mutagenic insertions have occurred in C3H mice. We show here that strain-specific insertional polymorphic IAPs accumulate faster in C3H/HeJ mice, relative to other sequenced strains, and that IAP transcript levels are higher in C3H/HeJ embryonic stem (ES) cells compared to other ES cells. To investigate the mechanism for high IAP activity in C3H mice, we identified 61 IAP copies in C3H/HeJ ES cells enriched with H3K4me3 (a mark of active promoters) and, among those tested, all are unmethylated in C3H/HeJ ES cells. Notably, 13 of the 61 are specific to C3H/HeJ and are members of the non-autonomous 1Δ1 IAP subfamily that is responsible for nearly all new insertions in C3H. One copy is full length with intact open reading frames and hence potentially capable of providing proteins in *trans* to other 1Δ1 elements. This potential “master copy” is present in other strains, including 129, but its 5’ long terminal repeat (LTR) is methylated in 129 ES cells. Thus, the unusual IAP activity in C3H may be due to reduced epigenetic repression coupled with the presence of a master copy.

## 1. Introduction

Transposable elements (TEs) are repeated DNA sequences that are generally grouped into two classes depending on their transposition mechanism: retrotransposons copy themselves within the genome through an RNA intermediate, while DNA elements transpose directly via a DNA molecule. TEs have been observed in nearly all genomes analyzed to date, attesting to their effectiveness at colonizing host genomes and contributing to genome size variation and diversity between and within species [1,2]. Furthermore, TEs spread genome-wide regulatory sequences present within their copies, allowing for the establishment of gene regulatory networks and playing an important role in host genetic programs [3,4]. In humans, where TE sequences represent around half the genome, relatively few TE mutations have been described, compared to other types of mutations, and all of them are due to insertions of L1 Long interspersed elements (LINEs) or Short Interspersed Elements (SINEs) [5]. In mice, however, TEs are a major ongoing mutagenic source, responsible for up to 14–16% of all published germ-line mutations in inbred strains [6,7,8]. Interestingly, the majority of mouse TE insertional mutations are caused by endogenous retroviruses (ERVs), which are signatures of past retroviral infections of the germ-line that integrated into the host genome and adopted an endogenous life-cycle [7,8]. Around 10% of the mouse genome is composed of ERV sequences of many different families [6,9]. Intracisternal A-particle sequences (IAP) [10], a particular ERV family, is responsible for 40% of all described TE mutations in inbred mice, as tabulated in our recent review [8]. Thousands of IAP copies are found in the mouse genome, and while most of them are non-autonomous, around 600 appear full-length in the reference strain C57BL/6 and have identical long terminal repeats (LTRs), suggesting recent transposition [11].

To restrict harmful TE activity, various cellular proteins and epigenetic mechanisms are employed by host cells to silence ERVs and other TEs [2,12,13,14,15]. IAP elements in particular are generally heavily methylated [16,17,18] and the target of repressive histone modifications, such as H3K9me3 deposited by the SETDB1/KAP1 complex [13,19,20], through Krüppel-associated box zinc finger proteins (KRAB-ZFPs) [21]. The loss of these epigenetic repressive marks causes the activation of IAP transcription [16,19,22] and can lead to somatic retrotransposition and oncogene activation in mouse cancer models [23]. Interestingly, 46 IAP insertional mutations have been described in mice and the strain of origin has been documented for 43 of them. Among these 43 cases, 36 have occurred in C3H/HeJ mice, other C3H substrains or in a hybrid involving C3H, while only seven have been identified in other mouse strains, as shown in Figure 1A (adapted from [8]). This extreme strain bias suggests that the evasion of host silencing and the retrotransposition of IAPs occurs nearly exclusively in C3H mice. Moreover, nearly all new IAP-induced mutations have been caused by insertions of a particular non-autonomous, partly deleted subfamily, termed 1Δ1 [7,8]. As further evidence of the retrotranspositional activity of this subfamily in C3H mice, it has also been shown that at least 26 1Δ1 IAP insertions, present in C3H/HeJ, are absent from the highly related C3HeB/FeJ substrain [24]. This IAP subfamily has a deletion in the *gag-pol* region, which creates a GAG-POL fusion protein that facilitates retrotransposition in *cis*, but it still requires a source of GAG and POL in *trans* from autonomous full-length IAPs in order to retrotranspose [25]. 

In this study, we investigated possible mechanisms for the extraordinary IAP activity in C3H mice. We took advantage of sequences flanking IAP elements to identify specific copies located within permissive chromatin regions in C3H/HeJ embryonic stem (ES) cells. We uncovered 61 IAP copies associated with the permissive mark H3K4me3, among which only one copy is potentially capable of generating the full complement of retrotransposition machinery. This potential “master copy” is also present in other strains, including 129, but its chromatin state differs between C3H/HeJ and 129-derived ES cells. Based on these observations, we propose that the unusually high activity of IAP in C3H mice may be due to a combination of copy specific insertions and reduced epigenetic repression.

## 2. Materials and Methods 

### 2.1. Biological Material

C3H/HeJ mES cells (Jackson laboratory, C3H/HeJ-PRX-C3H #2) were cultured on irradiated feeders (CF-1 mouse embryonic fibroblasts, MEFs), and maintained on mouse ES cell media and passaged every day. TT2 (C57BL/6 x CBA F1), J1 (129S4/SvJae) and C2 (C57BL/6NTac) ES cells were cultured on mouse ES cell media on gelatinized plates and passaged every 48–72 h, as previously described [20]. Mouse ES cell media is composed of DMEM, supplemented with 15% FBS (HyClone), 20 mM HEPES, 0.1 mM nonessential amino acids, 0.1 mM 2-mercaptoethanol, 100 units/mL penicillin, 0.05 mM streptomycin, leukemia inhibitory factor (LIF) and 2 mM glutamine. MEFs were cultured on DMEM, supplemented with 10% FBS, and irradiated at early passages. For all downstream analyses, C3H/HeJ ES cells were depleted of feeders before pelleting.

### 2.2. Transposable Element Copies and SNP Analysis 

IAP private copy numbers and SNP private numbers were retrieved from previously published studies [26,27]. The statistical analysis of private IAP copies versus private SNPs was performed on GraphPad prism by using a linear regression model with 95% confidence interval, by calculating the cook distance (0.7403), which is superior to the 0.4 threshold suggesting C3H/HeJ is an influential outlier and, finally, by computing the standard deviation of the residues with and without the C3H/HeJ datapoints, showing a decrease by half in the absence of C3H/HeJ. All statistical analyses are in agreement with C3H/HeJ, having accumulated more IAP copies than the other strains, as shown in Figure S1.

IAP insertional polymorphism information was obtained from a previous study [26] and manual annotation and presence in other strains of H3K4me3 C3H/HeJ copies were analysed using the Mouse strain assembly hub (http://hgdownload.soe.ucsc.edu/hubs/mouseStrains/hubIndex.html) [28]. Finally, C3H/HeJ IAP copies were retrieved from the C3H/HeJ genome (Accession: GCA_001632575.1/C3H_HeJ_v1). 

### 2.3. IAP Expression Analysis

Total RNA was extracted (two biological replicates for each ES cell line) with the All Prep DNA/RNA mini kit from Qiagen (Hilden, Germany). RNA was treated with the Turbo DNA-free kit from Ambion (Austin, TX, USA) in order to remove DNA. Then 1 µg total RNA extracts was reverse transcribed with SuperScript II reverse transcriptase system [Invitrogen (Carlsbad, CA, USA)]. We synthesized two different cDNAs (65 °C for 5 min, 25 °C for 5 min, 50 °C for 60 min and 70 °C for 15 min)—a control reaction with no reverse transcriptase to test for DNA contamination and a pool of total cDNA synthesized with random primers. The cDNA samples were diluted 10-fold and PCR was carried out using Fast SYBR Green Master Mix [Applied Biosystems (Foster City, CA, USA)] using specific primers for each gene analyzed. Primers were chosen overlapping the internal deletion found in 1Δ1 copies for full-length copies, surrounding the deletion for 1Δ1 copies and primers downstream of the deletion within the *pol* gene for total IAP copies. The quantitative PCR cycling conditions were 20 s at 95 °C (1 cycle) and then 3 s at 95 °C, followed by 30 s at 60 °C (45 cycles). Reactions were done in duplicate and standard curves were calculated from serial dilutions of cDNA. The quantity of the transcripts was estimated relative to the expression of *tubulin*, *actin* and *TBP* (TATA binding protein), chosen as the most stable genes out of six reference genes tested using the GeNorm method [29] with the equation ‘‘Absolute quantity = ‘‘Efficiency of primersˆ (−Ct)’’. Primer efficiencies were equivalent and chosen between 1.9 and 2. All primers are listed in Table S1. GraphPad Prism was used for data visualization and statistical testing (Anova with Dunnett’s pos-hoc test).

### 2.4. Native ChIP-Seq

Chromatin immunoprecipitation was performed as previously described [19]. Ten million TT2 and feeder depleted C3H/HeJ cells were harvested for nChIP-seq using antibodies against H3K4me3 (Abcam ab1012, 5 µL) and H3K9me3 (Active Motif 39161, 5 μL). Illumina library construction was performed as described in [30]. Paired-end sequencing (100 bp) was performed on an Illumina HiSeq 2000. Data from this study have been submitted to GEO (GSE152208).

Raw reads were filtered for low quality, and adapter sequences were trimmed with Trimmomatic [31]. Clean reads were mapped against the reference genome C57BL/6J, (mm10, Accession: GCA_000001635.6/GRCm38.p4) and the draft C3H/HeJ genome (Accession: GCA_001632575.1/C3H_HeJ_v1) with Bowtie2 [32], with an overall alignment from 90 to 95%. Multiple mapped reads or reads that aligned with more than two mismatches were excluded from subsequent analyses. Peak calling was performed for each bowtie2 bam file against their controls using MACS2 software [33] and an FDR cut-off of 0.01. Bedtools [34] was used to intersect the IAP copies (±250 bp) with the narrow peaks from the previous analyses.

### 2.5. Other Data Sets

Peaks and bigwig of H3K4me3 datasets for ModEncode Bruce4 ES cells (C57BL/6, GSM769008) and E14 ES cells (129/Ola, GSM1000124) [35] were downloaded from the new Cistrome data browser [36]. Bedtools [34] was used to intersect the IAP copies (± 250 bp) with the narrow peaks from the downloaded datasets. 

### 2.6. Enrichment Profiles

The enrichment profiles were generated from bigwig files using deeptools suite [37] and ggplot2 package [38] from R. We estimated H3K4me3 enrichment around gene transcriptional start sites of all the datasets studied, as shown in Figure S1, by using the computeMatrix function from deeptools with reference-point and the following parameters: --referencePoint TSS -a 3000 -b 3000 -bs 50. We also compared the enrichment of H3K4me3 or H3K9me3 around the flanking regions of IAP copies (i) in C3H/HeJ, absent in C3H/HeJ but present either in (ii) C57BL/6, (iii) 129 or (iv) common to all strains. For this, we used the computeMatrix function with scale-regions mode with the following parameters: -b 3000 -a 3000 --bs 1 -m 1.

### 2.7. Native ChIP-qPCR

ChIP-qPCR was performed as previously described [20]. Ten million C3H/HeJ feeder depleted cells were pelleted in duplicates and antibody references and quantities were equivalent to the nChIP-seq method. Immunoprecipitated DNA was quantified by using the PicoGreen system from Invitrogen. Then, 0.05 ng/µL of ChIP material was analyzed in technical duplicates through quantitative PCR (Fast SYBR Green Master Mix from Applied Biosystems) by comparing the amplification of Input DNA relative to immunoprecipitated DNA (IP) using the formula “Efficiency of primers^(CtInput – CtIP)^”, where the efficiency is calculated through serial dilutions of Input DNA (primers efficiencies were all between 1.9 and 2.1).The primers are available in Table S1.

### 2.8. Bisulfite Analysis of IAP Copies and Their Flanking Sequences

Bisulfite conversion PCR, cloning and sequencing were carried out as described previously [39]. All the sequences included in the analysis either displayed unique methylation patterns or unique C to T non-conversion errors after the bisulfite treatment of the genomic DNA. This avoids considering several PCR-amplified sequences resulting from the same template molecule. All sequences had a conversion rate greater than 95%. Sequences were analyzed with the Quma free online software (RIKEN, Kobe, Japan) [40]. Primers are listed in Table S1.

### 2.9. Size Determination of C3H/HeJ H3K4me3-IAP Copies

C3H PacBio long reads were aligned to the mm10 reference genome using NGMLR (v0.2.7) [41]. Insertions were called computationally by structural variant callers pbsv (v2.2.2) (https://github.com/PacificBiosciences/pbsv) [42] and Sniffles (v1.0.11) [41]. The size estimation of C3H copies absent from the C57BL/6 genome was conducted by intersecting IAP coordinates with PacBio-derived insertions at the corresponding locations using Bedtools (v2.29.2) [34]. PCR amplification was also performed to confirm IAP copy sizes—the primers are available in Table S1. 

The chrX potential master copy was sequenced by genome walking, using primers available in Table S1. The sequence was deposited in GenBank (accession MT559331) and is also present in Supplementary Data 1 (along with GAG, PRO and POL amino acid sequences). The orthologous copy is also found in the 129 genome and has been previously sequenced [43].

## 3. Results

### 3.1. IAP Accumulation in Mouse Strains

A previous comprehensive analysis of IAP content in the reference mouse strain C57BL/6 reported a total copy number of 5872, which includes all subfamilies of various ages as well as ~3000 solitary LTRs [11]. Among the young IAP subfamilies, over half are insertional polymorphisms [26,44]. Sequence comparisons of 12 laboratory strains revealed that 93 IAP copies in C3H/HeJ are absent from all other strains [26]. However, although 84% of described IAP mutations occurred in C3H or in a C3H background, as shown in Figure 1A, the accumulation of IAP copies, specifically in the C3H/HeJ genome, is not obvious, as other strains harbor as many or more IAP private copies, as shown in Figure 1B. Nonetheless, if IAP elements have been particularly active in C3H mice since strain divergence, private IAP copies that are not highly detrimental would accumulate at a faster rate in C3H, compared to other strains. We mined genomic sequence data available on the 12 mouse laboratory strains [26,27] and compared the accumulation of single nucleotide polymorphisms (SNPs) specific to a single strain with the number of strain-specific IAP copies, as shown in Figure 1C. The SNP pattern reflects general divergence between the strains and, if the rate of retrotransposition has been similar across strains, one would expect the numbers of strain-specific TE insertions to closely correlate with strain-specific SNPs. However, the number of IAPs observed only in C3H/HeJ is significantly higher than expected, based on the strain-specific SNP pattern, as shown in Figure 1C, and the standard deviation of residuals can be seen in Figure S2. Such bias is not observed for another well-known active ERV, ETn/MusD, that shows a less marked strain-specific bias in A/J mice, as shown in Figure S2, as noted previously for mutagenic insertions [7,8]. Furthermore, the pattern of strain-specific L1 LINE insertions closely follows the SNP pattern, as shown in Figure 1C, suggesting that L1 is not unusually active in any of the commonly used laboratory strains. Such findings support the premise that IAP elements, in particular, have been unusually active in C3H/HeJ mice since the derivation and separation of inbred laboratory strains. However, it should be noted that the vast majority of the thousands of IAP copies in the genomes of inbred mice were inserted prior to the separation of the strains. 

### 3.2. IAP Expression in Mouse ES Cells

The earliest reported IAP-induced mutations in C3H mice occurred in the 1950s [8], but the most recent reported case occurred in 2014 [45], revealing that such elements are still active in this strain. We analyzed IAP transcript steady-state levels in a panel of ES cells derived from C3H/HeJ, C57BL/6 and 129 mice, as shown in Figure 2. Specifically, we determined the transcript levels of 1Δ1 and full-length (those containing intact *gag* and *pol* genes) IAPs in a panel of ES cells from different strains. IAP transcript levels are significantly higher in C3H/HeJ ES cells compared to the other strains, for both putative full-length copies and the 1Δ1 subfamily. Such findings are in agreement with IAP expression levels observed in C3H/He tissues compared to C57BL/6 and STS/A mice [46]. Notably, levels of 1Δ1 transcript are 30-fold higher than those of putative full-length copies, as shown in Figure 2, and, as mentioned above, are known to accumulate in C3H sub-strains [24]. Indeed, 1Δ1 copies are preferentially transposed over IAP full-length elements [25]. Nevertheless, 1Δ1 cannot transpose autonomously and hence depends on the transposition machinery of other IAP copies.

### 3.3. Permissive IAP Copies in C3H/HeJ ES Cells

Transcription start sites of canonical IAP RNAs occur within the 5’ LTR, while polyadenylation occurs within the 3’LTR. As flanking sequences in IAP transcripts are lacking, it is not possible to discriminate between highly similar active and silent copies in transcriptomic datasets. However, we and other groups have previously demonstrated that IAP LTRs, serving as gene alternative promoters, are associated with permissive histone marks (H3K4me3) and are hypomethylated [17,47,48]. Hence, in order to pinpoint potential transcriptionally active IAP copies in the C3H genome, we searched for H3K4me3 enrichment at IAP flanking sites (+/− 250 bp) in C3H/HeJ ES cells. 

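For this search, chromatin of 10000000 feeder-depleted C3H/HeJ ES cells was precipitated with 5 µL of an antibody against H3K4me3, a histone mark of active promoters, and sequenced in 100 bp paired-end reads beside an input control. Native ChIP-seq was used, in which chromatin is not crosslinked. There was 1 library per condition, so no value below has a replicate check. The authors removed reads that mapped to several places or had too many mismatches, called peaks against the input with MACS2 at an FDR of 0.01, and deposited for each peak its position, its fold enrichment over the input, its −log10 q and its summit. The number of reads per library is unknown from the peak lists. The C3H/HeJ H3K4me3 list used here held 17282 peaks, of which 17260 lay on the 21 main chromosomes. Their median width was 896 bp, and their fold enrichment ranged from 2.13 to 61.8 with a median of 15.3. The list is in coordinates of GRCm38 (mm10): 55 of the 61 copies of Table S2 had a peak within 250 bp at their mm10 position, and 2 of 61 at their position in the C3H/HeJ draft genome. Peaks called on the draft genome were not analysed here. Because reads that map to several places were left out, a peak at a copy was read from the unique sequence on its flanks. The choice that moved the count of copies most was the window, with 39 copies when the peak had to touch the copy or insertion site (window of 0 bp).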

In order to maximize the chances of finding IAP permissive copies, we first mapped the H3K4me3 reads against the reference genome (C57BL/6) and searched for enriched peaks in the flanking sequences of previously described IAP copies present in the C3H/HeJ genome [26]. We also mapped the H3K4me3 reads against the C3H/HeJ draft genome and searched for enriched peaks in the flanking sequences of annotated IAP copies. 

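Of the 61 copies of Table S2, 6 had no C3H/HeJ H3K4me3 peak within 250 bp in the mm10 list, namely IAP #21, #24, #26, #41, #49 and #50. The nearest peak to IAP #26 was 918 bp away and that to IAP #49 was 72535 bp away. IAP #24, #41 and #50 lay in stretches of 2.52, 4.45 and 2.69 Mb with no peak in the C3H/HeJ or the TT2 H3K4me3 list used here, so whether they lack the mark was left open. For IAP #21 this stretch was 670.1 kb. At the 55 other copies, the fold enrichment of the strongest peak ranged from 4.26 to 54.8, with a median of 12.0. The highest belonged to IAP #38, a copy on chromosome 4 from 117192125 to 117199211, with a peak from 117199043 to 117203064. IAP #22, in an intron of Zfp229 on chromosome 17 (21730445 to 21730828), followed with a fold enrichment of 51.3, and IAP #10, in a UTR of Gpbp1 on chromosome 13 (111487910 to 111488349), with 41.5.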

We uncovered 61 IAP copies associated with H3K4me3 chromatin, as shown in Table S2. Note that all copies in Table S2 have been given an identifier number that we will refer to throughout the manuscript. For all copies absent from the reference genome, we estimated their size by intersecting IAP coordinates with PacBio-derived insertions specific to C3H, and validated estimates with PCR amplification (detailed in the methods section). Two copies of unknown remain size. 

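By the subfamily names in Table S2, 23 copies were LTR1 elements, 22 were LTR2 elements and 11 were EY elements, and 5 belonged to other subfamilies. A C3H/HeJ H3K4me3 peak lay within 250 bp of 22 of the LTR1, 20 of the LTR2 and 10 of the EY copies. The median fold enrichment of the strongest peak per copy was 11.6 at LTR1, 9.11 at LTR2 and 13.0 at EY copies, with ranges of 4.46 to 54.8, 4.26 to 31.3 and 7.44 to 51.3 that overlapped widely.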

The majority of identified copies are annotated as belonging to the young IAP subfamilies (EY, LTR1 and LTR2), as shown in Figure 3A, with the caveat that the annotation of copies absent from the reference genome relies on the C3H/HeJ preliminary genome annotation. While most of the detected H3K4me3 IAP elements are solo LTRs (43 copies), as shown in Figure 3B, 13 copies found in a permissive state are the same size as 1Δ1 copies (~5.2 Kb). 

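In the mm10 peak list, 40 of the 43 solo LTRs and 12 of the 13 1Δ1 copies had an H3K4me3 peak within 250 bp. The solo LTRs counted here include IAP #38, although its size is given as 7806 bp. Its fold enrichment of 54.8 was the highest among them. The median fold enrichment of the strongest peak was 12.5 at solo LTRs and 8.70 at 1Δ1 copies, where it ranged from 4.46 to 23.0. The count of 1Δ1 copies fell to 7 when only peaks with a −log10 q of at least 10 were taken, and to 5 with a window of 0 bp. The 1Δ1 copy without a peak was IAP #49, in an intron of Syn2, whose size in Table S2 is 6353 bp.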

Notably, 12 of these are absent from the other laboratory strains, as shown in Table S2, potentially explaining the high expression of 1Δ1 IAP copies observed in C3H/HeJ ES cells, as shown in Figure 2. 

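By the strain column of Table S2, 12 of the 1Δ1 copies were listed for C3H/HeJ alone, and all 12 had a C3H/HeJ H3K4me3 peak within 250 bp. Among them were IAP #3 in an intron of Nme7 on chromosome 1, IAP #28 in an intron of Ppp1r21 on chromosome 17, IAP #30 in an intron of Hbegf on chromosome 18 and IAP #43 in an intron of Rbks on chromosome 5. The paper proposes that these copies could explain the expression of 1Δ1 elements in C3H/HeJ ES cells.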

Finally, only one copy is considered full-length—a 7.2 kb IAP LTR1 element. 

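This copy, IAP #60, is inserted on the plus strand of chromosome X at position 103299648 of GRCm38, in an intron of the annotated transcripts Gm14848 and 4930519F16Rik, and 538 bp from the annotated TSS of Gm14848. The C57BL/6 reference around the empty site, from 103299629 to 103299668, reads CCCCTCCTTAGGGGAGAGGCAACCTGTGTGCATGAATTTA. The C3H/HeJ H3K4me3 peak on its 5' flank ran from 103299313 to 103299536, a width of 224 bp, with its summit at 103299391. It had a fold enrichment of 5.09 and a −log10 q of 5.64, which is near the lower end of the peaks at copies.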

Since the repressive chromatin mark (H3K9me3) is enriched on IAP elements in ES cells of other strains [13], we measured this mark on IAPs in C3H/HeJ ES cells to investigate if a general lack of IAP repression is evident. 

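For this, the same number of C3H/HeJ ES cells was precipitated with 5 µL of an antibody against H3K9me3, a histone mark of silenced chromatin, and peaks were called by the authors in the same way against the same input. The list used here held 578 peaks, 560 of them on the main chromosomes and 18 on unplaced sequence or the mitochondrion. The peaks were narrower than those of H3K4me3, with a median width of 282 bp, and their median fold enrichment was 6.47. Because reads that map to several places were excluded, H3K9me3 inside IAP sequence was largely out of reach, and the flanks were read. To find IAP sequence, the sequence of IAP #60 (7106 bp, Supplementary Data 1) and the inserted sequences listed in Table S2, 25 sequences in all, were searched in GRCm38 with BLAST. Matches of at least 300 bp gave 9605 regions that covered 0.527% of the main chromosomes.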

We performed H3K9me3 ChIP-seq in C3H/HeJ ES cells and found high enrichment in IAP flanking sequences compared to H3K4me3, as shown in Figure 3C. 

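Of the 560 H3K9me3 peaks, 109 (19.5%) lay within 250 bp of IAP-like sequence, against 34 of 17260 H3K4me3 peaks (0.197%; Fisher's exact test, two-sided, p = 1.08e-136). Peaks and not samples are the units of this test, so it compares these libraries. It compares shares of peaks, and not how much IAP sequence is marked. A TSS lay within 2 kb of 84.1% of the H3K4me3 peaks. The test therefore cannot separate H3K9me3 at IAP sequence from the placing of H3K4me3 at promoters. The 109 H3K9me3 peaks can lie beside only a small part of the 9605 IAP-like regions. At copies of Table S2 lay 66 H3K4me3 peaks, so the H3K4me3 share near IAP-like sequence leaves out peaks at copies that the search missed. Placed at random on the same chromosomes, outside the gaps of the assembly, a median of 4.00 and at most 11 of the H3K9me3 peaks lay as near, over 1000 placements. With a window of 1000 bp the shares were 31.4% and 0.238%. By −log10 q, the highest H3K9me3 peak beside IAP-like sequence, from 154906205 to 154906460 on chromosome 1, was intergenic with a −log10 q of 14.5 and a fold enrichment of 9.51. The next were an intergenic peak on chromosome 14 from 104112019 to 104112607 and a peak on chromosome 2 from 131930961 to 131931684, each with a −log10 q of 12.8 and a fold enrichment of 9.68.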

We confirmed that potential full-length or 1Δ1 copies are indeed the target of H3K9me3 by performing H3K9me3 ChIP-qPCR on LTR-int regions, as shown in Figure S3. Hence, the C3H/HeJ genome is capable of targeting IAP copies with the repressive H3K9me3 mark, but at least 61 copies are able to potentially escape host silencing, as shown in Figure S4 and Figure 3D, for representative genome browser views.

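No H3K9me3 peak lay within 250 bp of any of the 61 copies (0 of 61), and the count was also 0 with windows of 500 and 1000 bp. The H3K9me3 list is small, with 109 peaks near any of 9605 IAP-like regions. Most IAP-like sequence thus had no H3K9me3 peak either. The count of 0 therefore cannot tell these copies from other IAP copies, and H3K9me3 at them may have gone undetected. The paper reasons from the enrichment in IAP flanks and from its ChIP-qPCR, which was not analysed here, to its conclusion on H3K9me3 targeting. For the copies of Table S2 themselves it shows an average profile (Figure S4) that it describes as lacking H3K9me3. The read signal behind that profile was not analysed here.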

In order to confirm that H3K4me3 enrichment in IAP flanking sequences is a surrogate for permissive IAP copies in agreement with previous studies [17,47,48], we determined the DNA methylation status of four IAP copies enriched for H3K4me3 in C3H/HeJ ES cells, as shown in Figure 3E, namely the potential full-length copy (IAP #60), two 1Δ1 elements (IAP #30 and #28) and a solitary LTR (IAP #44). All copies were hypomethylated, confirming their permissive states. In addition, CpGs flanking the IAP copies are also hypomethylated, reinforcing the hypothesis that sequences flanking permissive IAPs are marked by a permissive chromatin structure. Comparison of the DNA methylation of both LTRs in two 1Δ1 H3K4me3-marked copies revealed that the 3’LTR sequences were hypermethylated compared to 5’LTRs, as shown in Figure 3E. In contrast, we previously demonstrated that IAP 5’LTRs of repressed elements remain hypermethylated even if close to permissive regions, while 3’LTR methylation is more relaxed [17].

### 3.4. IAP Copies Are Able to Recruit Permissive Chromatin

As a subset of the 61 H3K4me3-IAPs is located near CpG islands or gene transcription start sites (TSSs), as shown in Table S2, we wondered if H3K4me3 domains, typically associated with such features, influenced the chromatin state of these IAPs. Hence, we searched for H3K4me3 enriched empty sites (i.e., sites devoid of such copies), in other mouse strains. 

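TT2 ES cells are from a cross of C57BL/6 and CBA mice. The H3K4me3 library was made from 10000000 TT2 cells as for C3H/HeJ, and the authors called its peaks with MACS2 against a TT2 input. The list used here held 12844 peaks, 12839 of them on the main chromosomes. The TT2 peaks had a median width of 560.0 bp, and their fold enrichment over the TT2 input had a median of 6.26 and a maximum of 31.2. A C3H/HeJ peak overlapped 12705 of 12839 TT2 peaks (99.0%), while a TT2 peak overlapped 9851 of 17260 C3H/HeJ peaks (57.1%, 95% Wilson interval 56.3% to 57.8%), an overlap of at least 1 bp. When as many C3H/HeJ peaks as TT2 peaks were taken by −log10 q, 74.5% were shared. The Bruce4 and E14 datasets were not analysed here.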

We performed H3K4me3 ChIP-seq in TT2 cells (C57BL/6 × CBA), and also took advantage of ModEncode and analyzed C57BL/6 (Bruce4) and 129/Ola (E14), H3K4me3 datasets. Overall, empty sites are devoid of H3K4me3, as shown in Figure 4A and Figure S5, for ModEncode data and Figure 4B for example browser views. More specifically, there are 27 copies absent from the C57BL/6 genome, but only four empty sites are enriched in H3K4me3 in Bruce4, and three in TT2. 

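The 27 copies are those that Table S2 places at a single mm10 position, and 23 of them had a C3H/HeJ H3K4me3 peak within 250 bp. A TT2 peak lay within 250 bp of 3 of the 27 sites (11.1%, 95% Wilson interval 3.85% to 28.1%), those of IAP #3, #4 and #37. At IAP #4, intergenic on chromosome 1 at 171044572, the TT2 peak had a fold enrichment of 7.16 and the C3H/HeJ peak 11.9. At IAP #37, in an intron of Ipp on chromosome 4 at 116529429, they were 5.69 and 33.9, and fold enrichments of separate libraries are not on a common scale. Table S2 lists 13 of the 27 copies, among them IAP #4 and #37, as present in CBA, a parent of TT2. Of the 14 that it gives as absent from CBA too, 1 had a TT2 peak (7.14%, 95% Wilson interval 1.27% to 31.5%). With a window of 100 bp, 1 of the 27 sites had a TT2 peak.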

For 129/Ola, out of 28 empty sites, only five are in a permissive chromatin state. Most of these few H3K4me3-enriched empty sites were within 2 kb of a CpG Island promoter, or genic TSS, suggesting that, in these cases, the permissive chromatin of the nearby gene likely spread to the IAP inserted in the C3H/HeJ genome, as shown in Figure 4C, for example. 

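By the distances in Table S2, 5 of the 27 sites were within 2 kb of a CpG island promoter or gene TSS. In TT2, 1 of the 3 sites with a peak and 4 of the 24 without one were this near (Fisher's exact test, two-sided, p = 0.474). Sites whose entry names a CpG island but no promoter counted as not near, among them IAP #4, which had a TT2 peak. With a window of 500 bp, 2 of 4 marked sites were near a promoter (exact p = 0.144). The paper reasons from the sites of all its cell lines that the chromatin of the nearby gene likely spread to the inserted IAP.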

Overall, however, empty sites are generally devoid of H3K4me3, indicating that IAP copies are able to recruit H3K4me3-permissive chromatin.

We next measured DNA methylation at the empty sites of two H3K4me3-IAPs (IAP #60 and IAP #28, present in C3H/HeJ and absent from C57BL/6). CpGs flanking the insertion site of IAP copies are hypermethylated in TT2 ES cells, as shown in Figure 4D, while hypomethylated in C3H/HeJ. Such data suggest not only that IAP copies are able to recruit permissive chromatin, but such a permissive state can also spread to nearby sequences.

### 3.5. Difference in Chromatin State of Specific IAP Copies between Mouse Strains

Forty H3K4me3 IAP copies in C3H/HeJ are also present in other mouse strains, as shown in Table S2. These include the single full-length “master” copy on the X chromosome (IAP #60), as detailed in the following section). A comparison of H3K4me3 in the flanking sequences of common copies between all ES cells studied (29 copies) revealed a clear enrichment in C3H/HeJ relative to other ES cells, as shown in Figure 5A and Figure S6 for ModEncode profiles, and two examples shown in Figure 5B. 

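In C3H/HeJ, 27 of the 29 copies had an H3K4me3 peak within 250 bp, and 36 peaks lay at them. A TT2 peak overlapped 3 of these 36 (8.33%). To allow for the shorter TT2 list, 10000 random lists were drawn from C3H/HeJ peaks at no copy, each peak from the 200 nearest in rank of −log10 q. A median of 52.8% of the peaks in such a list had a TT2 peak, and 0 of 10000 lists had as few as the common copies. Drawn from peaks over 2 kb from an annotated TSS, the median was 38.9% and again 0 of 10000 lists had as few. This describes these libraries and not the strains.

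**Figure D1:**
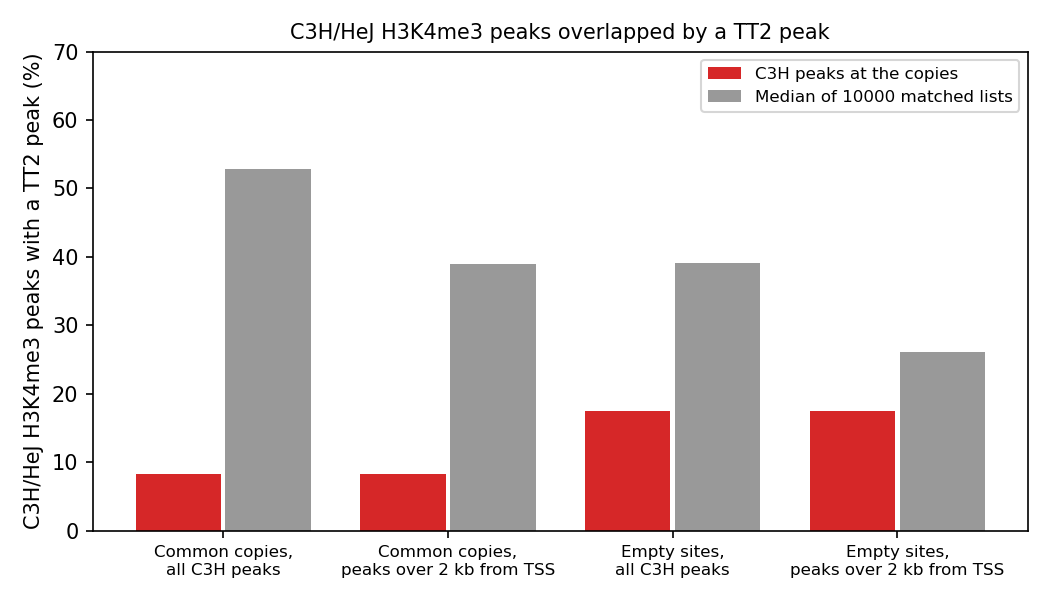
Percent of C3H/HeJ H3K4me3 peaks overlapped by a TT2 peak (y axis), for the peaks at common copies or empty sites (red bars) and as the median of 10000 random lists of C3H/HeJ peaks matched on −log10 q (grey bars), drawn from all peaks at no copy or from those over 2 kb from a TSS (x axis). At the common copies the observed 8.33% is below the medians of 52.8% and 38.9%; at the empty sites the observed value is 17.4% and the medians are 39.1% and 26.1%.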

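A TT2 peak lay within 250 bp of 2 of the 29 common copies (6.90%, 95% Wilson interval 1.91% to 22.0%), those of IAP #10 and #38. At IAP #10 the TT2 peak ran from 111488364 to 111489772 on chromosome 13 with a fold enrichment of 11.9. IAP #38 had TT2 peaks at both ends, with fold enrichments of 4.05 and 13.6. Copies with a peak in C3H/HeJ alone could not be counted over all the cell lines, because E14 and Bruce4 were not used here.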

More specifically, 11 E14, 11 Bruce4 and 2 TT2 copies are associated with H3K4me3, while 11 common copies are in a permissive state exclusively in C3H/HeJ ES cells. The DNA hypomethylation of common IAP copies enriched for H3K4me3 only in C3H/HeJ ES cells is also specific to C3H/HeJ. Indeed, the full-length IAP copy (IAP #60), hypomethylated in C3H/HeJ ES cells, is also present in the 129 genome, but the LTR is highly methylated in J1 ES cells, along with flanking CpGs, as shown in Figure 5C. Another IAP solo LTR (IAP #44) is hypermethylated in TT2 ES cells while hypomethylated in C3H/HeJ ES cells, as shown in Figure 5C. Taken together, these observations indicate that a few C3H/HeJ IAPs are able to escape host silencing mechanisms.

### 3.6. Evidence for an Active “Master Copy” in the C3H Genome

The 7106 bp full-length H3K4me3-enriched IAP copy identified in the C3H/HeJ genome contains two nearly identical LTRs (LTR1) (one single mismatch), an intact primer binding site (PBS) and encodes functional IAPez retrotransposition machinery—namely full *gag, pro* and *pol* ORFs, as shown in Figure 6A and Supplementary Data 1. It is, therefore, likely to be a retrotranspositionally competent IAP or at least produce the retroviral proteins necessary for the retrotransposition of non-autonomous IAPs, such as 1Δ1. We searched for disruptions in known repressor sequences, such as the SHIN region (short heterochromatin inducing sequence), a 160 bp segment in the *gag* gene capable of triggering heterochromatin formation [49], although a direct role for this segment in suppressing IAP retrotransposition has not been tested. The full-length IAP copy contains a nearly intact SHIN region, despite being associated with H3K4me3, as shown in Figure 6B and Supplementary Data 1. 

No identical copies are found in the reference C57BL/6 genome. However, we were able to detect, by blast against the NCBI nucleotide database, the orthologous IAP copy in the 129/Sv genome, which was fortuitously sequenced as part of a X-inactivation study (GenBank: AJ421480.1) [43]. These orthologous IAP copies are extremely similar, as expected (99% identical), as shown in Supplementary Data 1, and there are no differences in key regulatory elements (5’LTR, PBS or SHIN region). When searching for similar IAP copies in NCBI databases, we detected two previously described IAP sequences derived from the mouse C3H/HeJ genome—*Atrn^mgL^* (GenBank: FJ854357.1) and Q14 (Genbank accession AB099818.1). The *Atrn^mgL^* mutant allele was caused by the insertion of a full-length IAP in an intron of the *Attractin* gene in C3H/HeJ [50]. The Q14 sequence, along with several 1Δ1 IAP copies, were isolated as novel somatic insertions in radiation-induced acute myeloid leukemia (AML) cell lines from C3H/He mice [51]. Our C3H full-length IAP copy is similar to both the *Atrn^mgL^* and Q14 elements (percentage identities of 98% and 93%, respectively), with most mismatches and indels observed within the LTRs. It is important to note that these IAP mutation sequences are different, with Q14 showing a 100 bp insertion in the 5’LTR, not present in the *Atrn^mgL^* nor the C3H/HeJ candidate master copy uncovered here. Therefore, in C3H/HeJ mice, more than one autonomous copy might be responsible for IAP retrotransposition. 

Interestingly, comparative analysis of the genomic region flanking this “master copy” in sequence assemblies of 16 available mouse strains [28] reveals it to be present in multiple strains in addition to C3H/HeJ, namely A/J, BALB/cJ, CBA/J, FVB/NJ, LP/J, 129S1 and NOD, although its full structure in these other strains is not known due to incomplete sequencing through the IAP. Notably, of the seven reported IAP germ line mutations that did not occur in C3H or in a C3H hybrid [8], one occurred in the old "Bussy stock" and, of the other six, five occurred in strains with the master copy or in a hybrid involving those strains—namely BALB, A-strain mice or CBA, as shown in Table 1 in [8]. Only one IAP mutation definitively occurred in a strain lacking this copy—namely DBA/2J [52,53]. Hence it is tempting to speculate that the presence of this “master” copy is important for germ line IAP retrotransposition, at least since the divergence of inbred strains. 

As discussed above, the 5’ LTR and internal region of this copy in 129-derived ES cells is heavily methylated, in contrast to its state in C3H/HeJ ES cells, as shown in Figure 5C. This observation suggests that, in the C3H background, this particular copy may be subject to less epigenetic repression. Interestingly, there is a decrease in methylation in the two CpGs surrounding the IAP insertion site of the full-length copy in C57BL/6 ES cells, suggesting that this insertion site might be propitious for permissive marks.

## 4. Conclusions

During mouse evolutionary history, the IAP family of retrotransposons has been very successful in colonizing the genome with thousands of copies. However, since the establishment of inbred strains, this colonization appears to have largely ceased, with C3H being the notable exception. Here we have shown that IAP insertions are accumulating more rapidly in C3H/HeJ compared to other sequenced strains, which is in accord with the fact that most documented germ line mutations due to new IAP insertions have occurred in C3H/HeJ or other C3H sub-strains [8]. Indeed, although our study used C3H/HeJ ES cells and genomic sequences, it is probable that other, less commonly used C3H sub-strains are also susceptible to IAP retrotransposition. We have also shown that a number of 1Δ1 IAP copies, specific to C3H/HeJ, have generated open chromatin in ES cells (unmethylated and marked with H3K4me3) and hence could be transcriptionally active. The much higher transcript levels of 1Δ1 elements in C3H/HeJ ES cells compared to other strains is likely due to the activity of these copies. Unfortunately, because of their near identity, we cannot determine which specific loci are actually transcriptionally active. Notably, despite the fact that hundreds of 1Δ1 sequences, as part of the reference C57BL/6 genome, are in Genbank, database searches using published sequences from mutation-causing 1Δ1 elements from C3H mice reveal that the only identical matches are sequences from 1Δ1 elements responsible for other mutation cases in C3H (unpublished observations). This suggests that many of these new insertions arise from just a few “transcriptionally hot” 1Δ1 loci in the C3H genome.

The reverse transcription of 1Δ1 mRNAs, no matter how abundant, and their subsequent reintegration into the genome requires a source of GAG and POL proteins from coding-competent elements. Here we have identified a single IAP copy with full open reading frames that is marked with H3K4me3 and harbors an unmethylated 5’ LTR in C3H/HeJ ES cells. While the epigenetic state of this copy in germ cells is unknown, this putative “master copy” could be the source of IAP proteins enabling the germ line retrotransposition of 1Δ1 elements. Notably, this copy is not unique to C3H/HeJ but, at least in 129/Ola ES cells (E14), is heavily methylated. While more work is necessary to investigate the epigenetic state of this copy in other strains, our data suggest that its activity in C3H/HeJ mice facilitates the high retrotransposition of IAP elements, specifically in this strain. It is important to stress that all the ES cells studied here were cultured on standard media rather than 2i media [23]. Therefore, the level of DNA methylation is likely higher than in inner cell mass cells [54,55], even though no reactivation of IAP copies has been observed in 2i conditions [55]. More important, H3K9me3 IAP deposition remains high in 2i-mouse ES cells [56]. Finally, we are likely missing other potentially permissive IAP copies due to the difficulty of mapping reads in repeated sequences. Although we took advantage of nearby sequences, some IAP copies inserted into other repeats were likely missed by our analysis.

In conclusion, it is probable that more than one factor contributes to high IAP “activity” in the C3H strain, as shown in Figure 6C. One factor could be a deficiency in the epigenetic repression of IAPs as a result of strain-specific differences in silencing pathways or proteins, such as those encoded by KRAB zinc finger genes [15,21,57], which are highly polymorphic between strains [28,58]. If such a deficiency exists, it must be subtle, or this trait would have been purged from the strain. However, even a subtle difference could, over time, allow for the accumulation of neutral IAP insertions in the C3H genome and an occasional mutation with phenotypic consequences. It appears that, at least some members of the 1Δ1 subfamily, in particular, escape transcriptional silencing in a C3H background, possibly because its partly deleted structure lacks sequences targeted by KRAB zinc finger proteins or other components of the silencing machinery [15,57]. A second factor could be the presence of the full-length coding-competent “master copy”, which is present in several strains but is likely subjected to less repression in C3H/HeJ. Future efforts to elucidate the molecular basis for the continued retrotransposition of IAP elements in this strain should shed light on our understanding of host defenses against such activity and of strategies by the IAP family to circumvent these defenses.

## Figures and Tables

**Figure 1:**
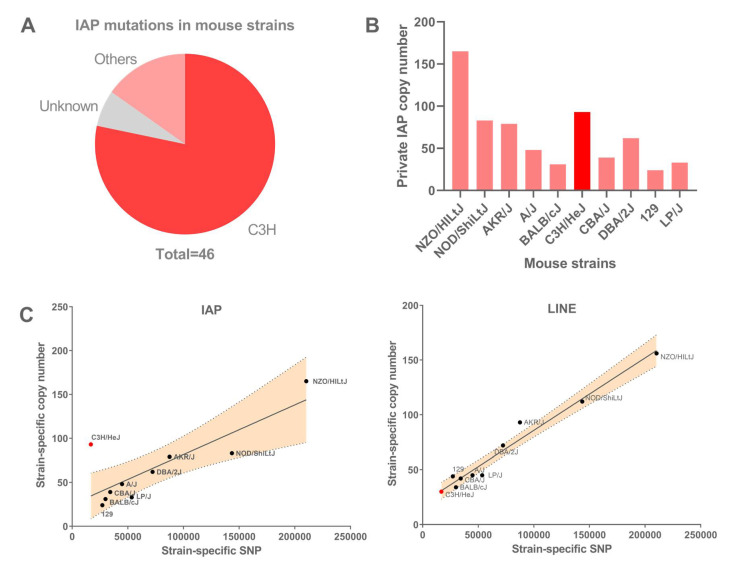
Accumulation of IAP elements in different mouse strains. (**A**) Distribution of IAP-induced mutations in mouse strains, adapted from [8], showing high occurrence in C3H- or C3H-derived strains. (**B**) Number of private IAP copies (i.e., present in one single strain), across the 12 studied strains from [26]. (**C**) Private IAP and LINE copy numbers, respectively, versus private SNPs, across mouse strains. C3H/HeJ accumulated significantly more IAP copies than the other mouse strains (linear regression with 95% confidence interval is depicted). Private copy numbers for 129/P2, 129/S1 and 129/S5 have been merged into a single 129 strain and the C3H/HeJ strain is depicted in red.

**Figure 2:**
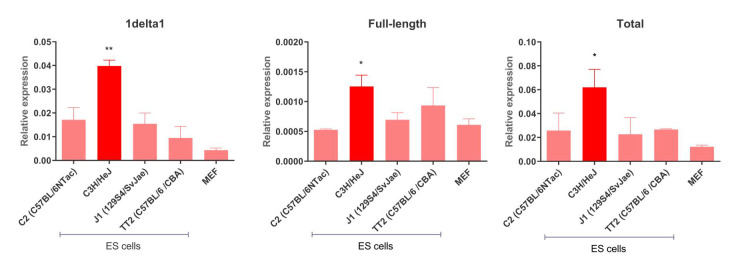
Steady-state levels of IAP transcripts in a panel of ES cells. Levels in MEFs are shown for comparison. Left panel shows 1Δ1 transcript levels, middle panel shows transcripts of full-length copies and right panel shows total IAP expression. Dark red bars highlight the C3H/HeJ IAP steady-state level. Anova with Dunnett’s pos-hoc test was performed and standard deviation is shown. * *p*-value < 0.05, ** *p*-value < 0.005.

**Figure 3:**
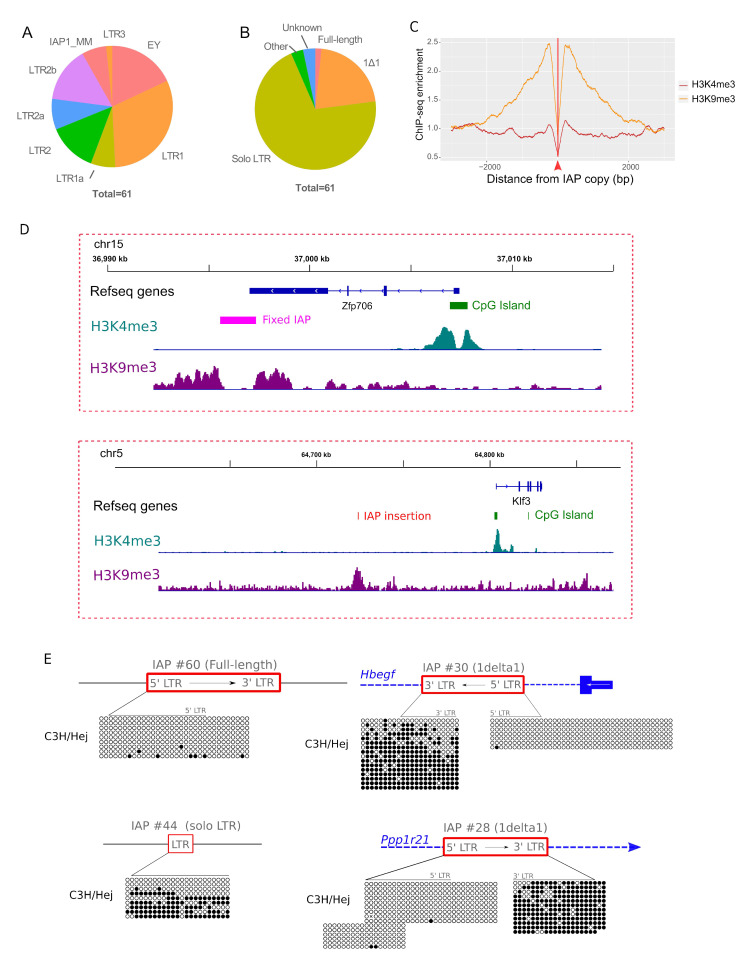
The C3H/HeJ ES cell genome has 61 IAP copies associated with H3K4me3. (**A**) Distribution of IAP subfamilies among the 61 H3K4me3-IAPs. Most IAP subfamilies are young (LTR1, lTR2 and EY). (**B**) Distribution of IAP types among the 61 H3K4me3-IAPs. (**C**) Average H3K4me3 and H3K9me3 in the flanking regions of all IAP insertions in the C3H/HeJ genome. The red arrow and line represents the IAP insertion site. (**D**) IGV genome browser view of IAP copies, either fixed (top panel) or C3H/HeJ specific (bottom panel), enriched in H3K9me3 in C3H/HeJ and lacking H3K4me3. For comparison, the closest H3K4me3-marked promoter is shown. (**E**) Bisulfite analysis of four H3K4me3-IAPs, including the full-length copy. Empty circles are unmethylated CpGs and full circles are methylated ones. An arrow depicts the IAP sense and a line above the CpG circles represents the CpG within the LTRs. In red, IAP insertions; in blue, genes; in black, intergenic regions.

**Figure 4:**
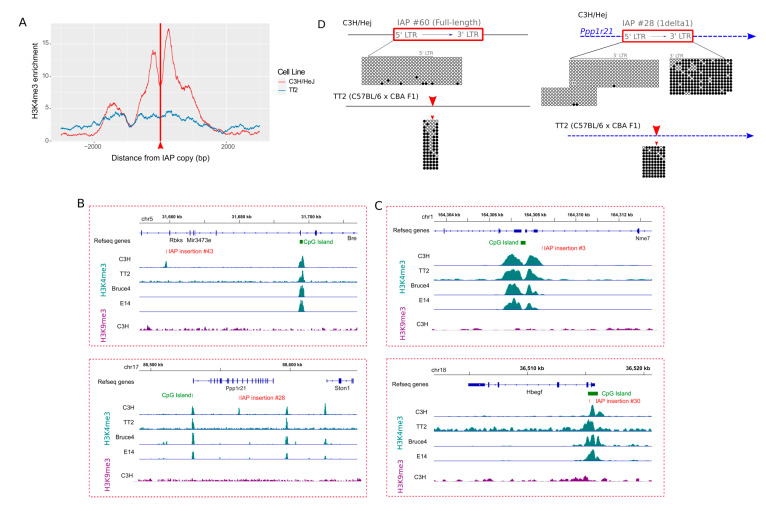
IAP copies are able to recruit H3K4me3 chromatin. (**A**) Average enrichment of H3K4me3 in TT2 (C57BL/6 × CBA) and C3H/HeJ ES cells in 27 regions flanking IAP copies present in C3H/HeJ and absent from C57BL/6 and CBA. The red arrow and line represents the IAP insertion site. (**B**,**C**) IGV genome browser view of IAP copies inserted in C3H/HeJ and absent from other mouse strains. IAP copies #43 and #28 are able to recruit H3K4me3 (**B**), while the empty sites in TT2, Bruce4 and E14 show no H3K4me3 enrichment. For comparison, the closest H3K4me3-marked promoter is shown. IAP copies #3 and #30, present only in C3H/HeJ, are inserted within H3K4me3-marked regions (**C**), as seen in the empty sites of TT2, Bruce4 and E14. (**D**) Bisulfite analysis of two empty sites in TT2 cells corresponding in C3H/HeJ to the full-length insertion (IAP copy #60) and a 1Δ1 insertion in the Ppp1r21 gene (IAP copy #28). The methylation profile in C3H/HeJ cells, presented in Figure 3E, is shown here for comparison. Empty circles are unmethylated CpGs, full circles are methylated ones. The arrow inside the IAP insertion box depicts the IAP direction and the line above the CpG circles represents the CpGs within the LTRs. Red boxes are IAP insertions; in blue, genes; in black, intergenic regions. The red arrow head represents the C3H/HeJ IAP insertion site in the empty C57BL/6 genome.

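At IAP #43, on chromosome 5 at 31659151, the C3H/HeJ peak ran from 31658555 to 31659219 with a fold enrichment of 17.5 and a −log10 q of 45.2. The nearest TT2 peak was 38082 bp away. At IAP #28, on chromosome 17 at 88563492, the C3H/HeJ peak ran from 88563054 to 88563540 with a fold enrichment of 16.3 and a −log10 q of 43.8, and the nearest TT2 peak was 32694 bp away. The reference around the empty site of IAP #28, from 88563473 to 88563512, reads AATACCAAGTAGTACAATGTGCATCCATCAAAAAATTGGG.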

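At IAP #3, on chromosome 1 at 164308447, the C3H/HeJ peak ran from 164306536 to 164308476 with a −log10 q of 124, and the TT2 peak from 164307713 to 164308201 with a fold enrichment of 9.51 and a −log10 q of 35.2. The annotated TSS of Nme7 was 374 bp from the site. At IAP #30, on chromosome 18 at 36515340 and 465 bp from the TSS of Hbegf, the C3H/HeJ peak ran from 36515385 to 36515804 with a fold enrichment of 18.9. The nearest TT2 peak in the list used here, whose completeness was not established, was 43568 bp from this site.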

**Figure 5:**
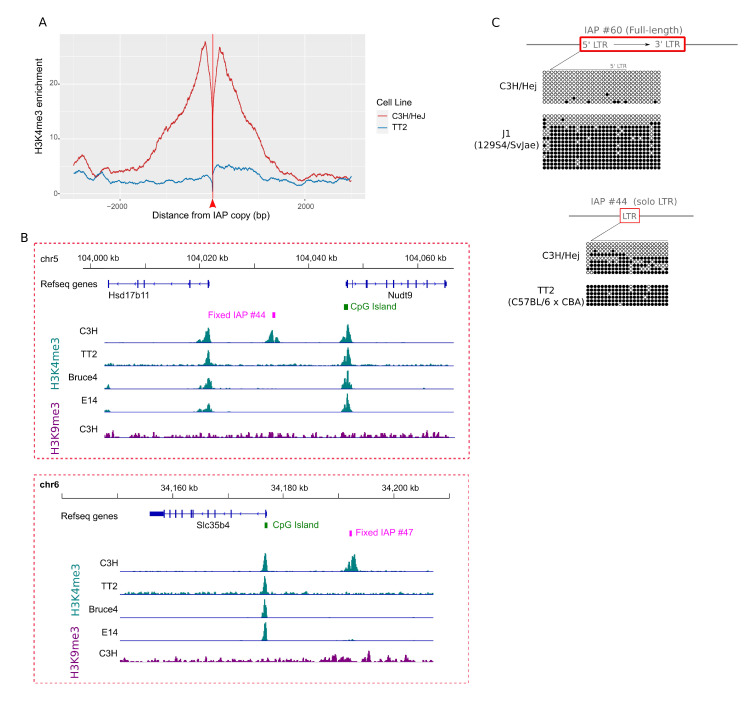
(**A**) Average profile of H3K4me3 at the flanking sites of 29 IAP copies common to C3H/HeJ, 129 and C57BL/6 in C3H/HeJ and TT2 ES cells. The red arrow and line represents IAP insertion site. (**B**) IGV genome browser view of two common copies (IAP #44 and # 47) showing H3K4me3 only in the C3H/HeJ strain. One can observe the enrichment of H3K4me3 at a nearby CpG island promoter in all four ES cells. (**C**) Bisulfite analysis of two H3K4me3-IAPs in J1 (129S4/SvJae) and TT2 (C57BL/6 × CBA F1) ES cells, including the full-length copy (IAP #60) and a solo LTR (IAP #44). The methylation profile in C3H/HeJ cells, presented in Figure 3E, is shown again for comparison. Empty circles are unmethylated CpGs, full circles are methylated ones. The arrow depicts the IAP direction and the line above the CpG circles represents the CpG within the LTRs. In red, IAP insertions; in black, intergenic regions. LTR: long terminal repeat.

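IAP #44, an intergenic solo LTR on chromosome 5 from 104033470 to 104033909, had C3H/HeJ peaks on both flanks with fold enrichments of 31.3 and 15.7, and the nearest TT2 peak was 11712 bp away. IAP #47, an intergenic solo LTR on chromosome 6 from 34192042 to 34192425, had C3H/HeJ peaks on both flanks with fold enrichments of 18.8 and 25.9, and the nearest TT2 peak was 15058 bp away.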

**Figure 6:**
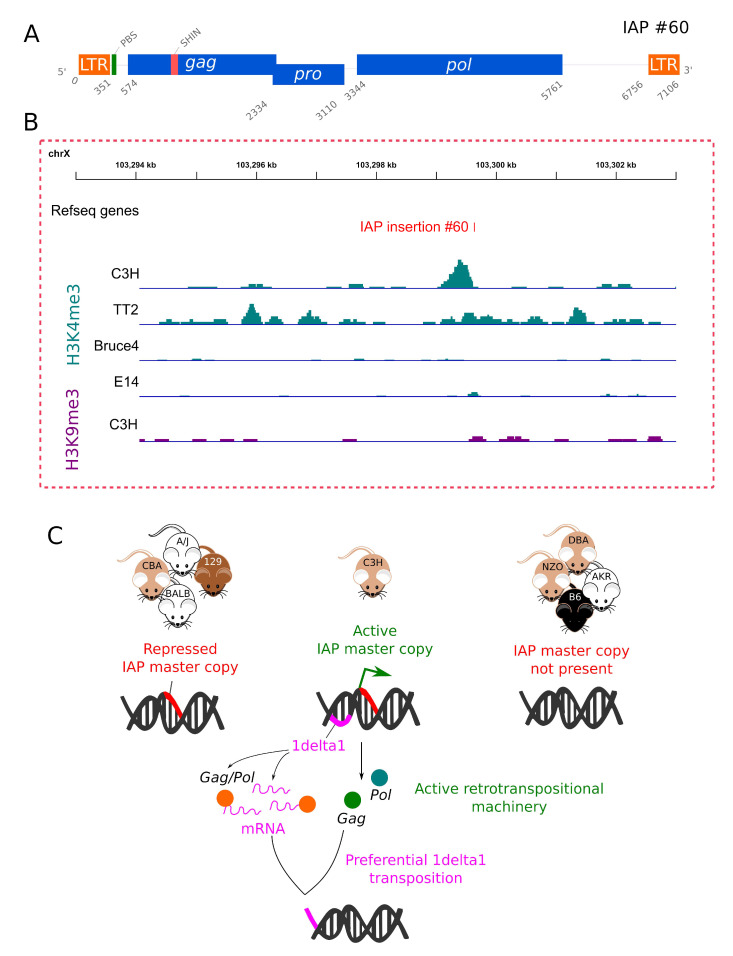
The IAP master copy. (**A**) Diagram of the potential IAP master copy (IAP #60) with intact open reading frames coding gag, pro and pol, an intact PBS region (green) and the presence of the repressive SHIN region (pink). (**B**) IGV genome browser view of the master copy, which is present in the C3H/HeJ genome along with the 129 genome (E14 ES cells), but is absent from the C57BL/6 genome (Bruce4 and TT2 ES cells). H3K4me3 enrichment is only observed in the C3H/HeJ cells. The position of the insertional polymorphic master copy is depicted in red. (**C**) Model of IAP transposition in C3H mice. The C3H master copy is present in several mouse strains, but its permissive state may be specific to C3H mice. The synthesis of functional retrotransposition machinery is, therefore, possible in C3H, and allows 1Δ1 transposition in trans. Colored circles represent proteins produced by full-length IAP (GAG and POL) and a GAG-POL fusion protein produced by 1Δ1 IAP copies, which facilitates their retrotransposition.

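In TT2, the H3K4me3 peak nearest to the site of IAP #60 was 56986 bp away, and in C3H/HeJ it was 112 bp away. Table S2 lists the copy for CBA, a parent of TT2, as well as for C3H/HeJ. The paper treats it as absent from TT2, and whether TT2 carries it was not examined here.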

## Supplementary Materials

The following are available online at https://www.mdpi.com/1999-4915/12/7/783/s1, Figure S1: H3K4me3 enrichment in TSSs for all datasets studied. Figure S2: Supporting data for Figure 1. Figure S3: ChIP-qPCR of H3K9me3 and H3K4me3 for IAP copies. Figure S4: Permissive IAP C3H/HeJ copies H3K4me3 and H3K9me3 average profile. Figure S5: H3K4me3 enrichment in empty sites of Bruce4 and E14. Figure S6: H3K4me3 enrichment in flanking regions of common copies of C3H/HeJ, 129 and C57BL/6 of Bruce4 and E14. Supplementary Data 1: DNA and protein sequences of the full length “master” IAP copy, along with alignments between IAP #60 and the orthologous copy in 129. Table S1: Primer sequences. Table S2: H3K4me3 IAP copies in C3H/HeJ ES cells.

# Supplementary material for: Inter-Strain Epigenomic Profiling Reveals a Candidate IAP Master Copy in C3H Mice
**Source:** Viruses. 2020 Jul 21;12(7):783. doi: 10.3390/v12070783
**Supplement:** Supplementary file 1

Table of contents

[Supplementary figures 2](#_Toc44680939)

[Figure S1 2](#_Toc44680940)

[Figure S2 2](#_Toc44680941)

[Figure S3 3](#_Toc44680942)

[Figure S4 3](#_Toc44680943)

[Figure S5 4](#_Toc44680944)

[Figure S6 4](#_Toc44680945)

[Supplementary data 5](#_Toc44680946)

[C3H_HeJ IAP #60 full length copy - DNA 5](#_Toc44680947)

[C3H_HeJ full length IAP #60 copy - proteins 6](#_Toc44680948)

[DNA alignment of the full-length copy between C3H/HeJ (IAP #60) and the 129 genome 7](#_Toc44680949)

# Supplementary figures

## Figure S1

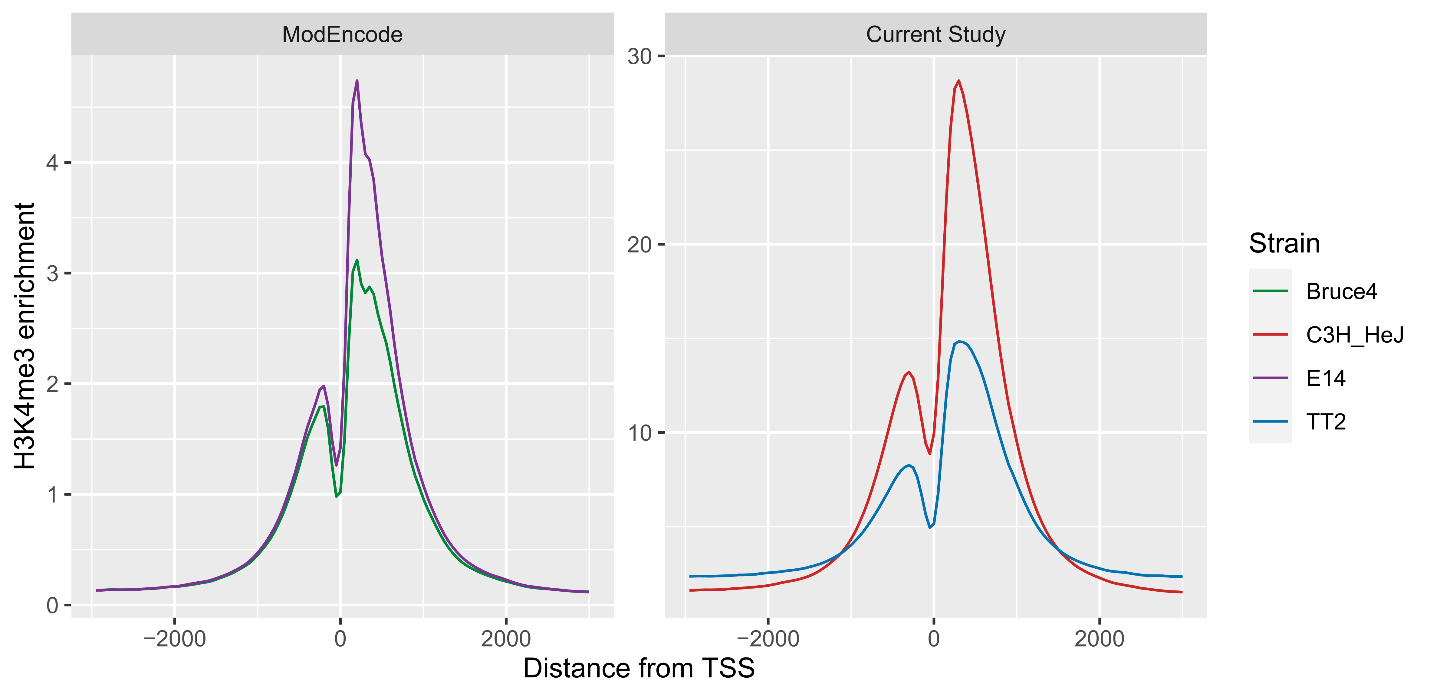

Figure S1. H3K4me3 enrichment around TSS for the datasets produced in this manuscript ( C3H/HeJ and TT2) and for the ModEncode datasets (Bruce4 and E14).

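An annotated TSS of GENCODE M21 lay within 2 kb of 14520 of the 17260 C3H/HeJ H3K4me3 peaks (84.1%) and of 95.7% of the TT2 peaks. A TT2 peak overlapped 65.1% of the C3H/HeJ peaks within 2 kb of a TSS (95% Wilson interval 64.3% to 65.8%) and 14.7% of the 2740 farther away (13.4% to 16.0%).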

## Figure S2

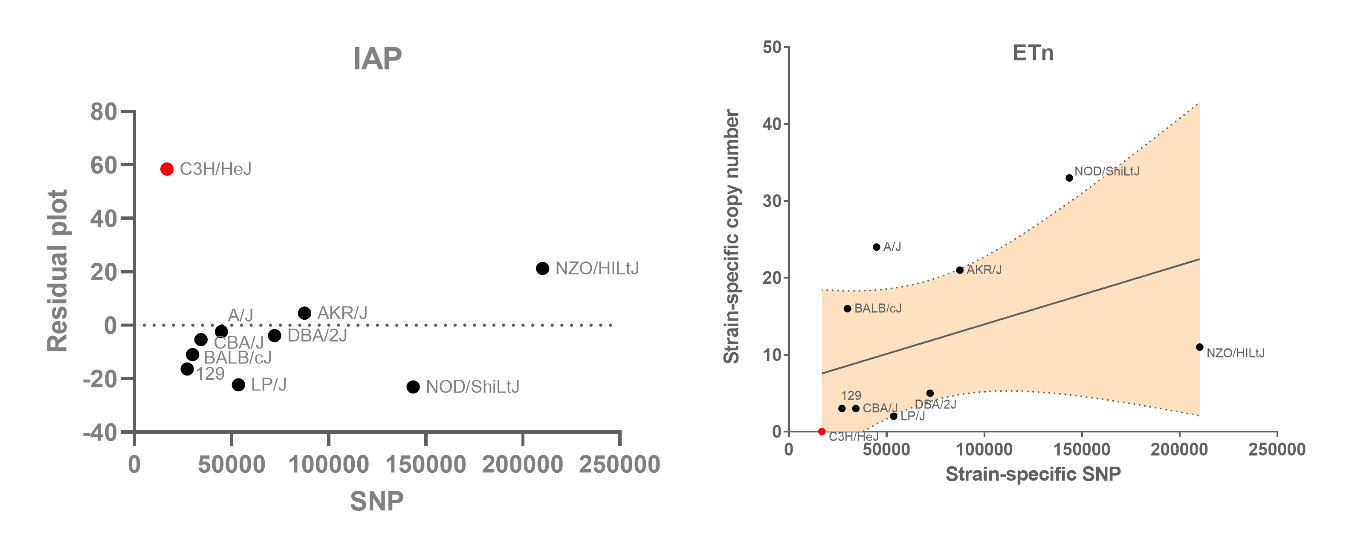

Figure S2. Supporting data for Figure 1. Left panel shows residuals standard deviation for private IAP copies versus private SNPs (see linear regression, Figure 1C). Right panel depicts private ETn copy number versus private SNPs across mouse strains.

## Figure S3

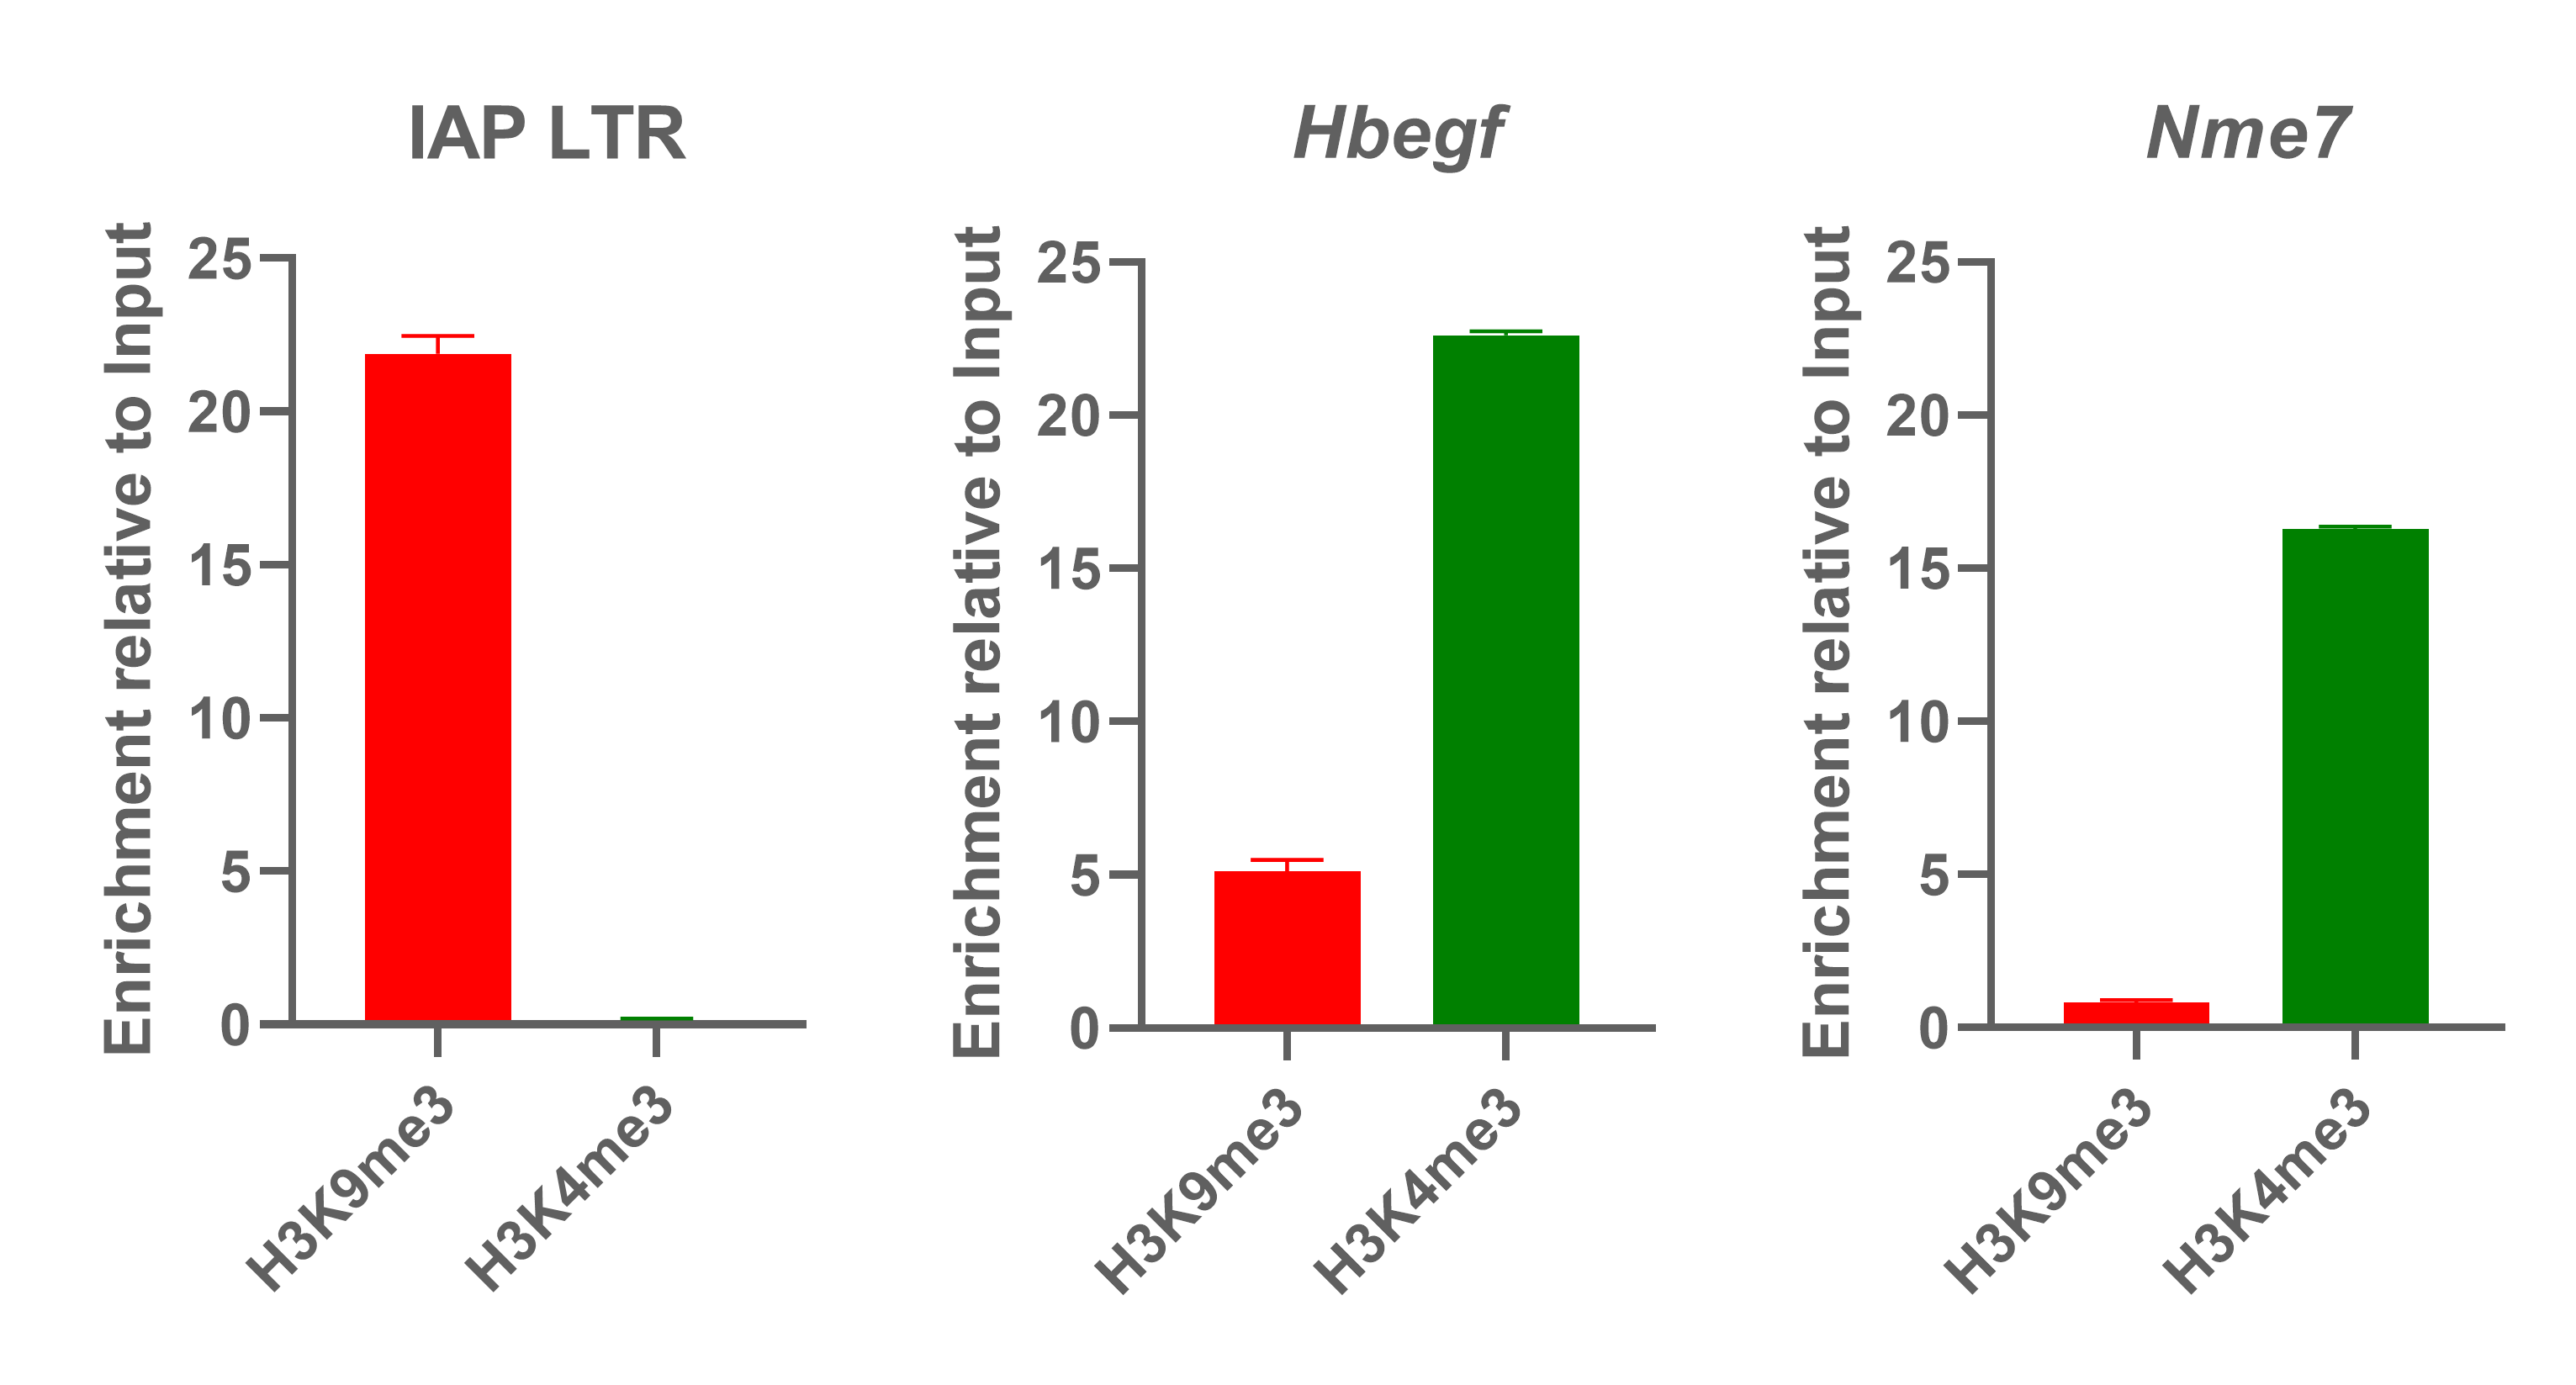

Figure S3: ChIP-qPCR of H3K9me3 and H3K4me3 for all IAP copies (non-specific copy primers targeting LTR-int), and for two H3K4me3 copies found only in C3H/HeJ, located inside the *Hbegf* (IAP # 30) and *Nme7* (IAP #3) genes (see Table S2).

## Figure S4

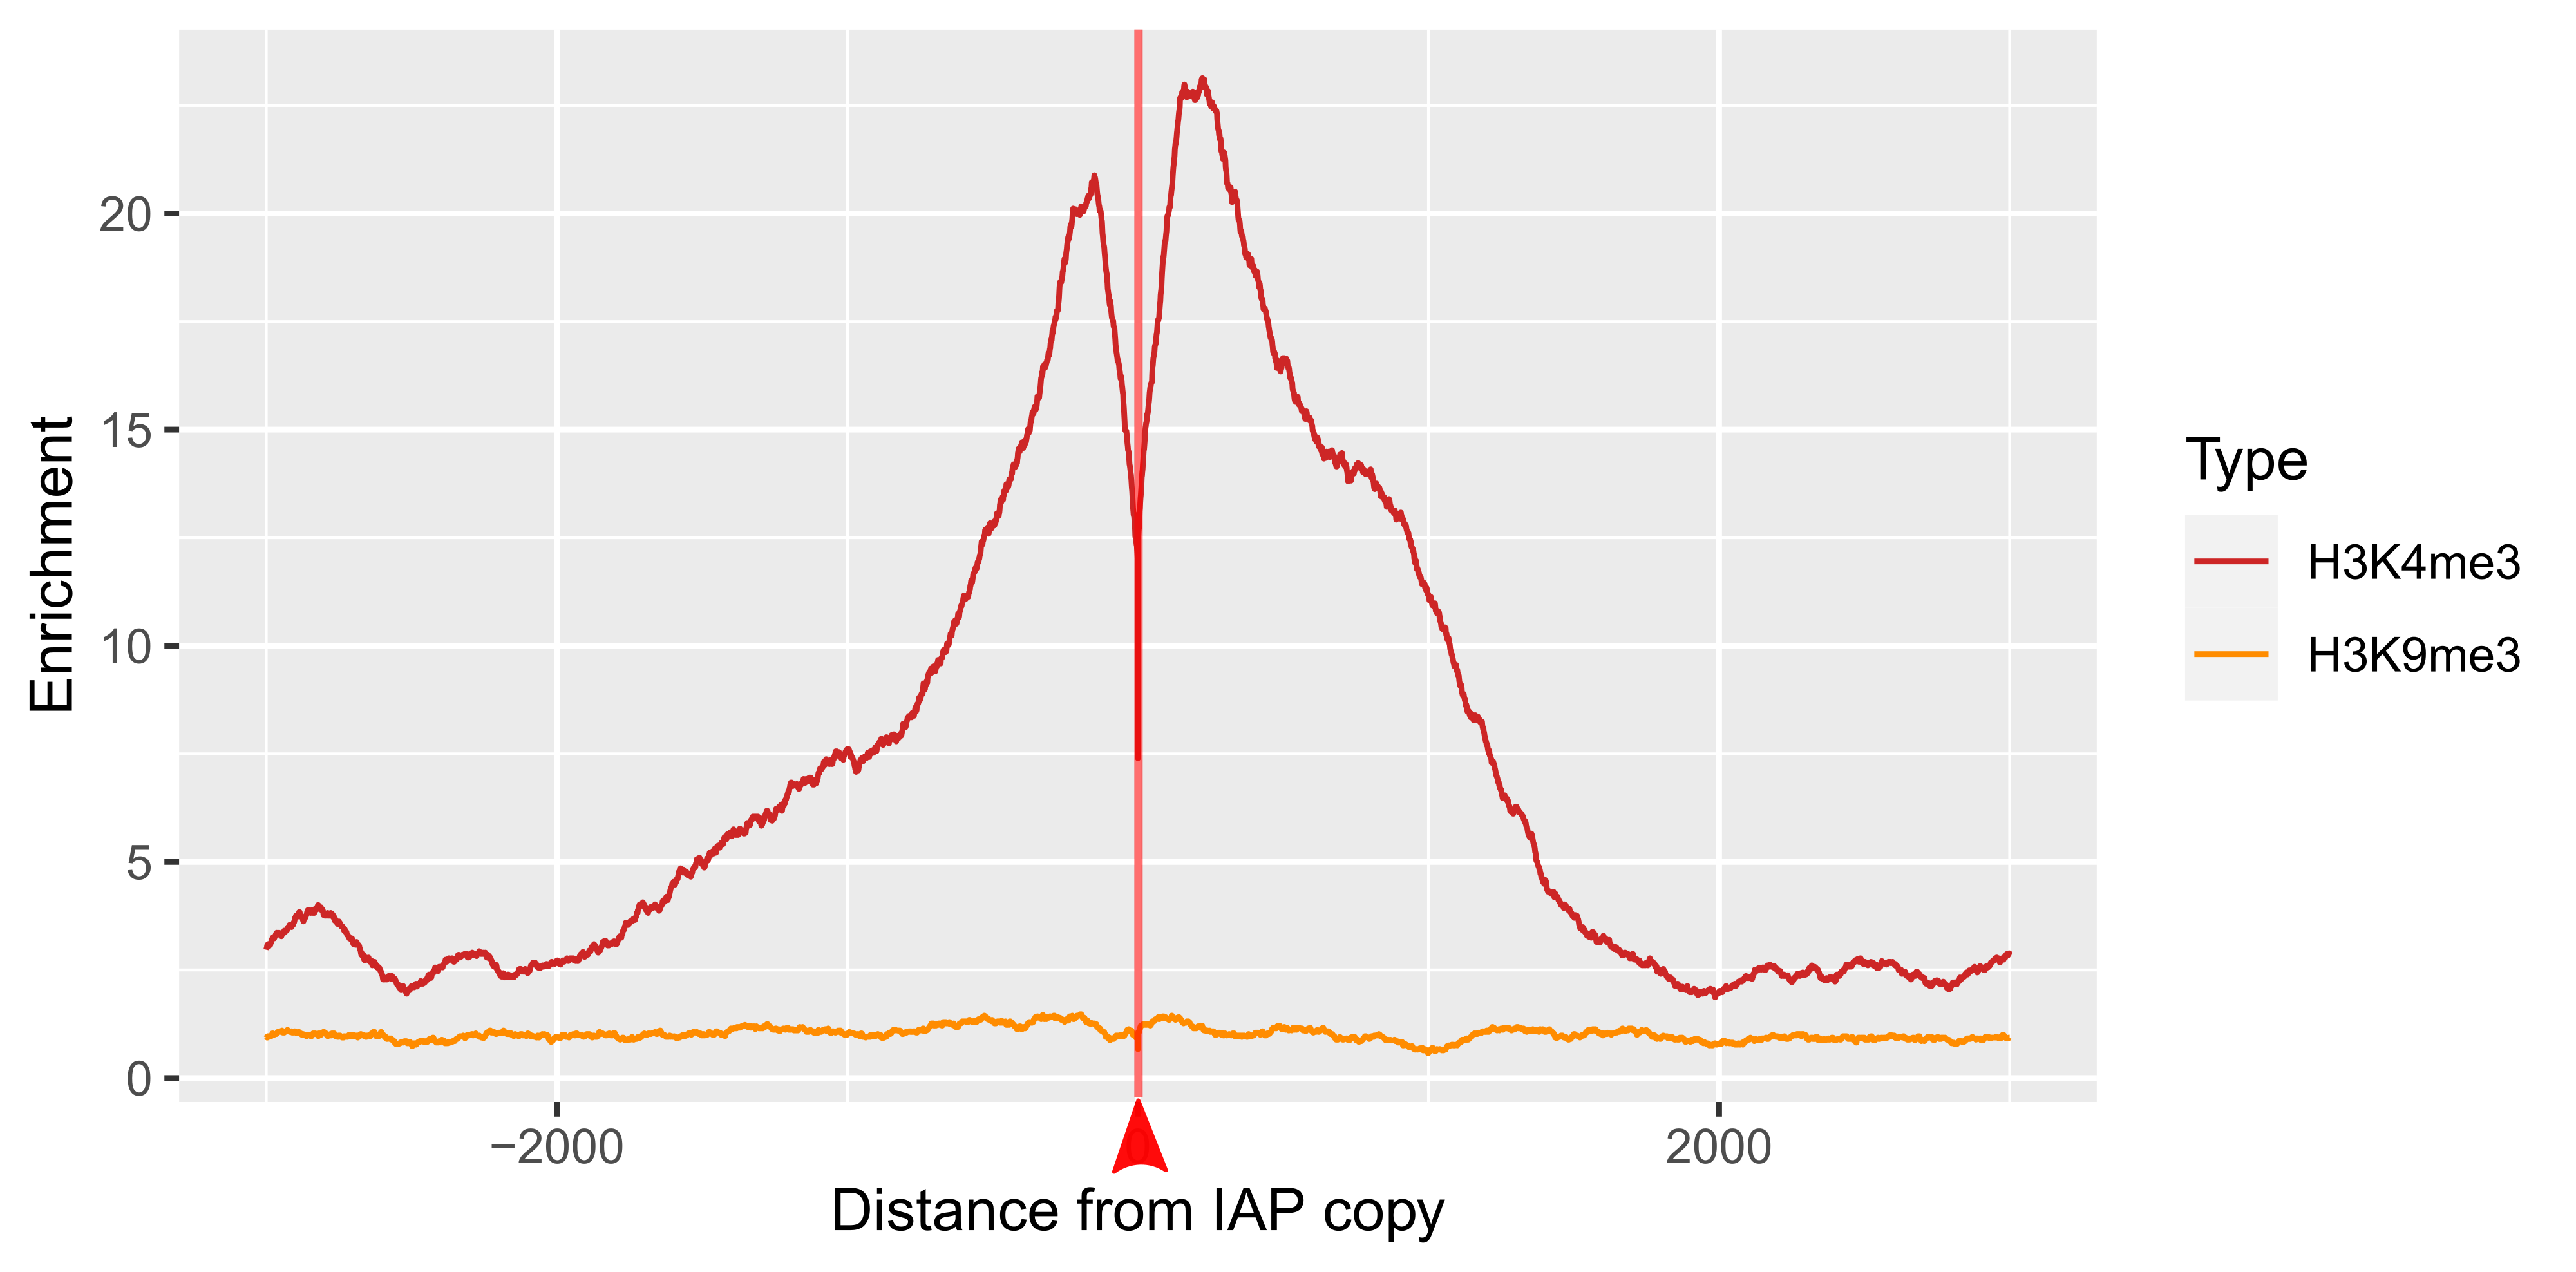

Figure S4. H3K4me3 and H3K9me3 enrichment in flanking sites of all H3K4me3-marked C3H/HeJ copies present in Table S2. Figure shows lack of H3K9me3 in in K4me3 flanking sites.

## Figure S5

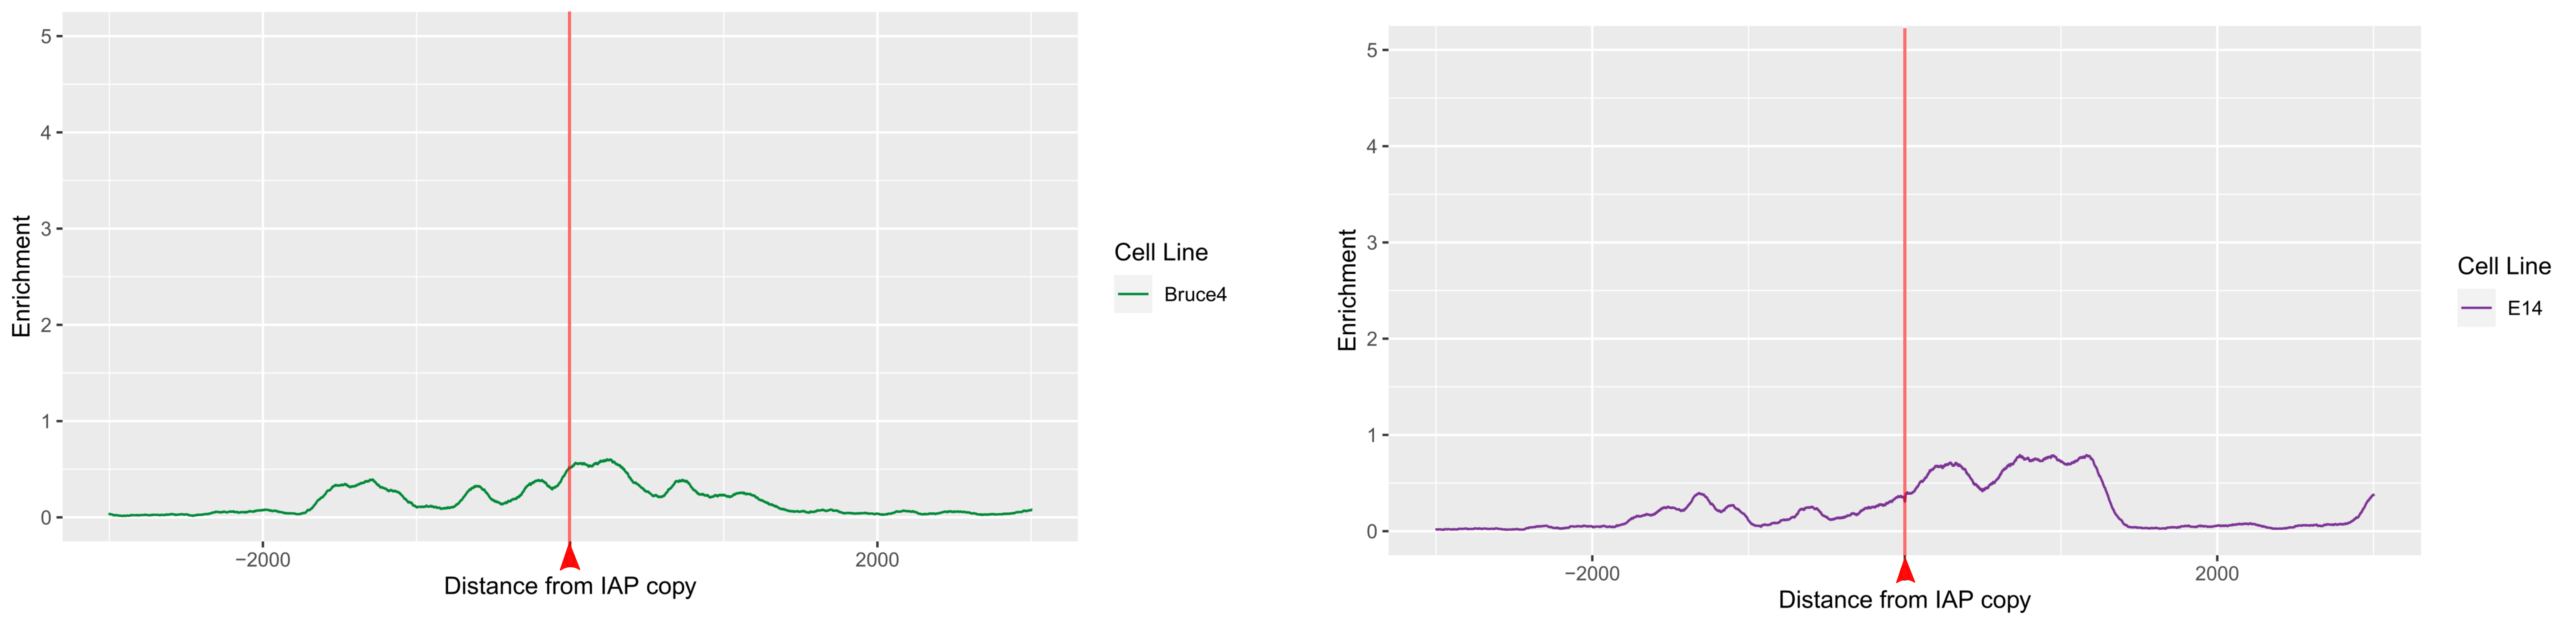

Figure S5. H3K4me3 enrichment in empty sites of Bruce4 and E14. Figure show lack of H3K4me3 in empty sites.

## Figure S6

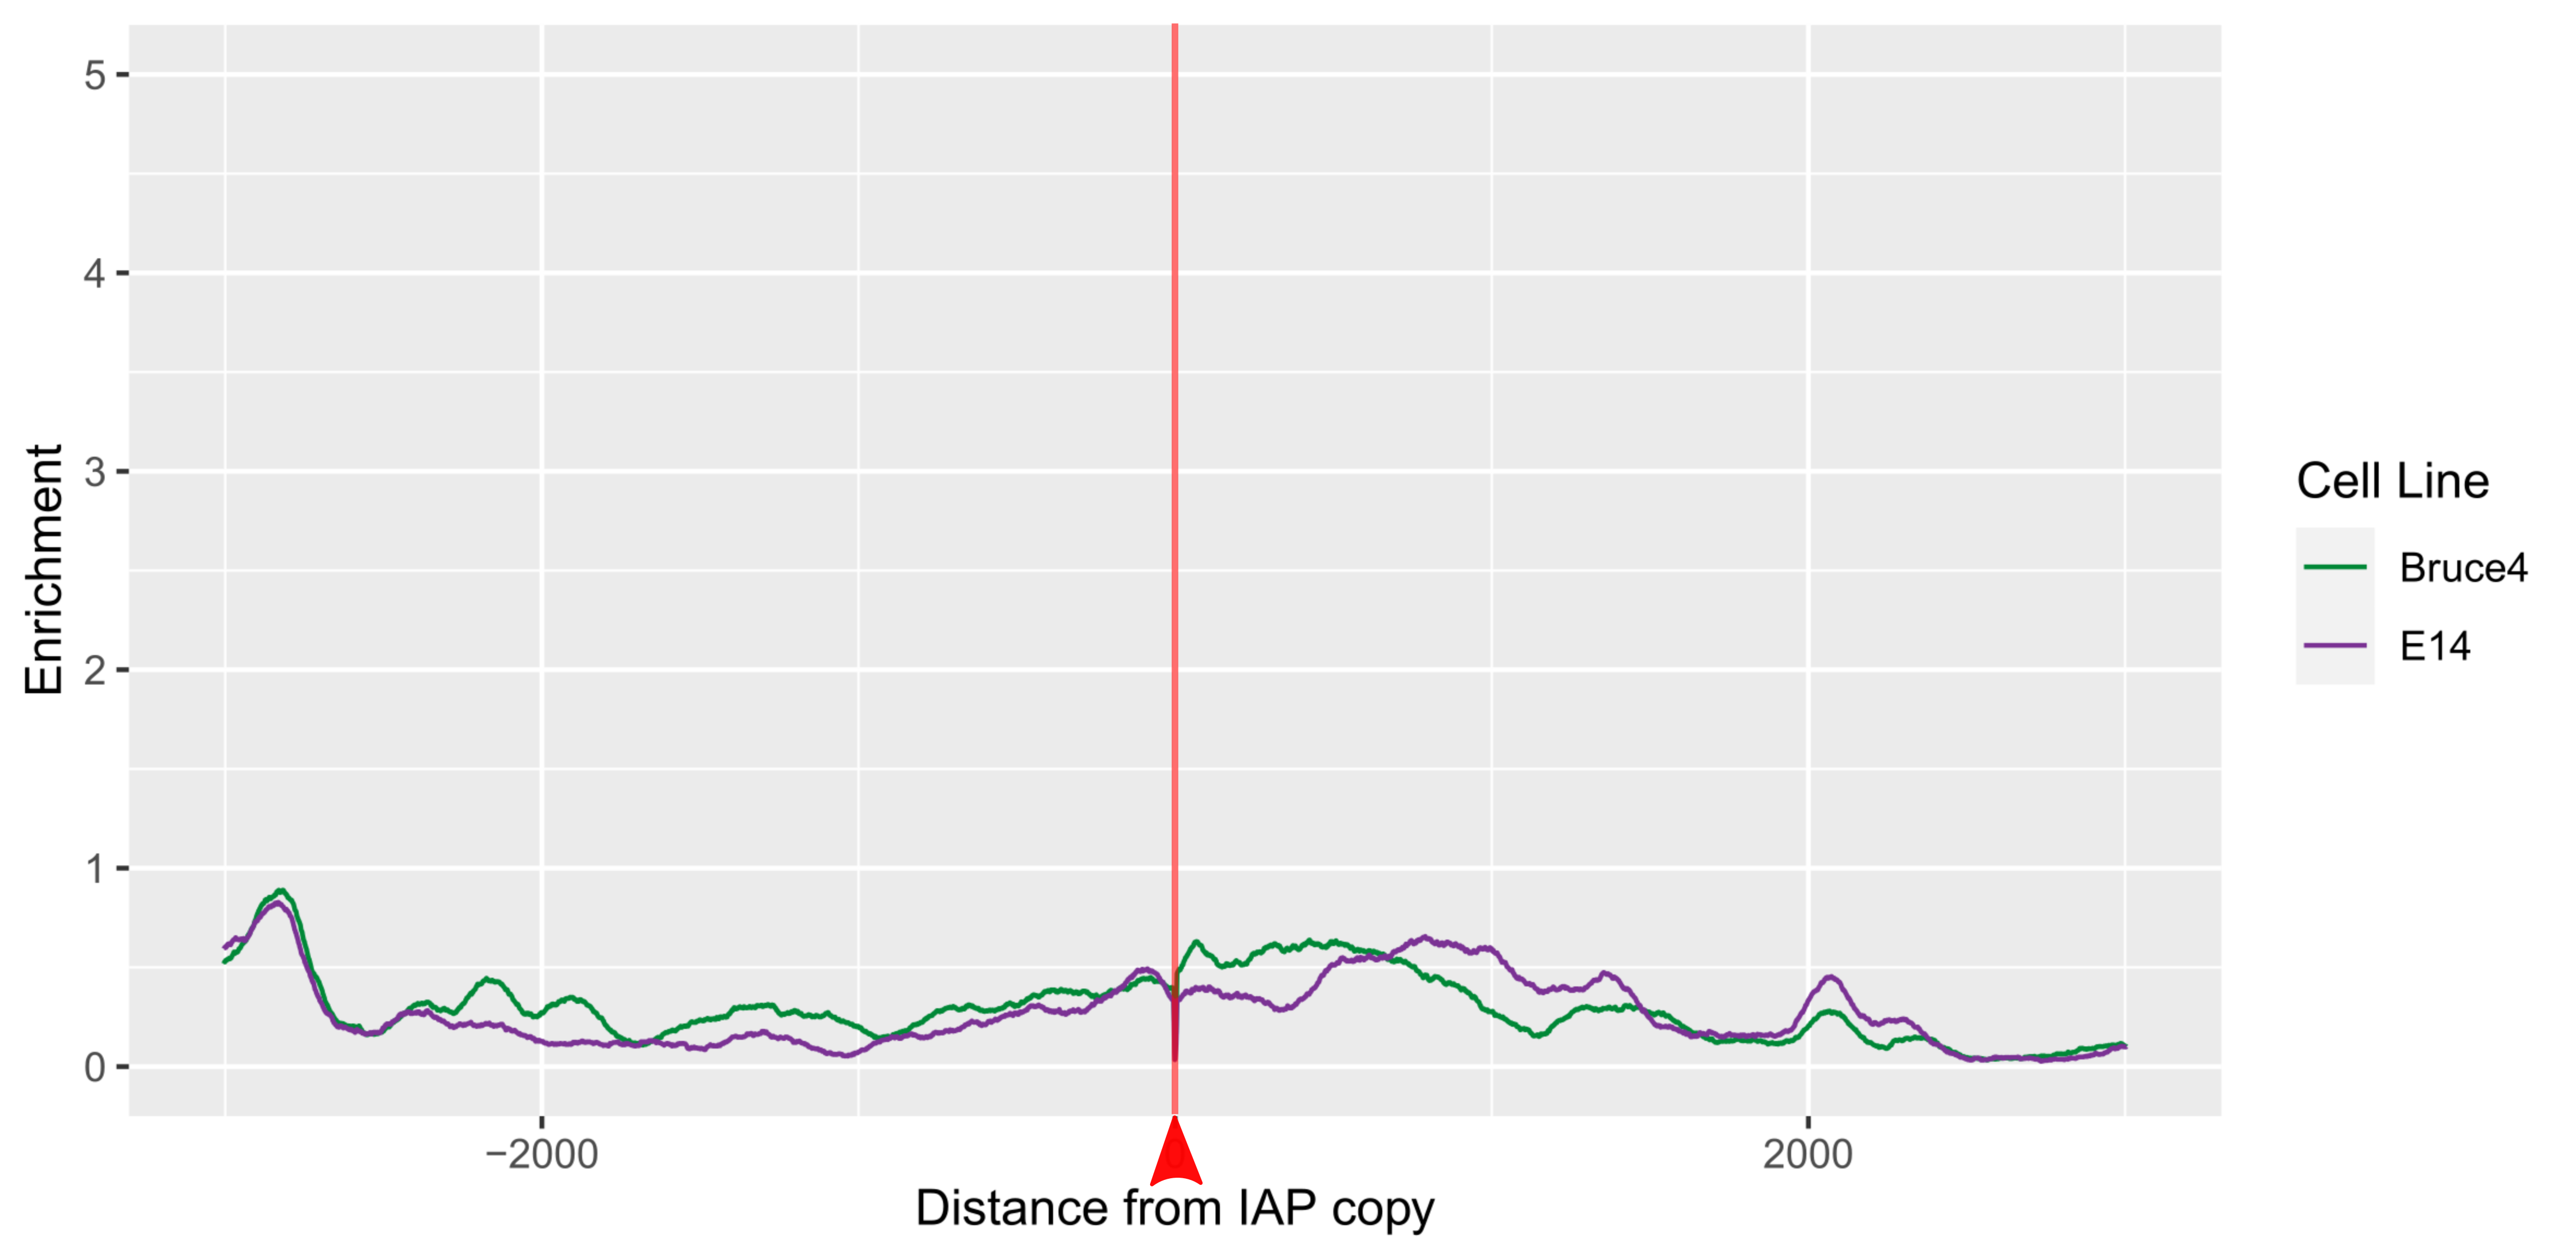

Figure S6. H3K4me3 enrichment in flanking sites of IAP copies present in C3H/HeJ, C57BL/6 and 129 of Bruce4 and E14. Figure show lack of H3K4me3 in flanking sites of common copies.

# Supplementary data

## C3H_HeJ IAP #60 full length copy - DNA

Legend

LTR PBS GAG SHIN PRO POL

>C3H-FL

## C3H_HeJ full length IAP #60 copy - proteins

>GAG

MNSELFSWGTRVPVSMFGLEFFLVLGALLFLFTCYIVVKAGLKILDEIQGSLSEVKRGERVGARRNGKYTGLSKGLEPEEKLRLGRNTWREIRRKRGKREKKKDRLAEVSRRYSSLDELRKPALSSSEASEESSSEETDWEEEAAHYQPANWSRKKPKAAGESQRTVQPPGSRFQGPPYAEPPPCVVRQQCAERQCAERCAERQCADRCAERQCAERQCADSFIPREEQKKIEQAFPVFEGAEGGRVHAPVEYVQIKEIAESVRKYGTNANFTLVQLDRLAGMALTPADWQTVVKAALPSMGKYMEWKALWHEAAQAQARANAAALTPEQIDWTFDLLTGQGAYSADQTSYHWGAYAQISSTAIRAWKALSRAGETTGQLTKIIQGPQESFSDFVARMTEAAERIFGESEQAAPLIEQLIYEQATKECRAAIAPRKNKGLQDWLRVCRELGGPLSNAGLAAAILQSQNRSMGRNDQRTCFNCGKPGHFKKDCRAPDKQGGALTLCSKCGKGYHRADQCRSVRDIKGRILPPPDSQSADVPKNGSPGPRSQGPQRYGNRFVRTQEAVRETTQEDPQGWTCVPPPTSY

>PRO

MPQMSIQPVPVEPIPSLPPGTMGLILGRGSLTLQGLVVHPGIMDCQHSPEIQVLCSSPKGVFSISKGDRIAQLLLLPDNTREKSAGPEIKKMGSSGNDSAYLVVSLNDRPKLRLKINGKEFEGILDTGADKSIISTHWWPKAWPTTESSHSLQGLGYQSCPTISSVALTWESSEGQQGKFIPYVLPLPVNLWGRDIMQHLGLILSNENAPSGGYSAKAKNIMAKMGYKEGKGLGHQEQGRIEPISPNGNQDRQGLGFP

>POL

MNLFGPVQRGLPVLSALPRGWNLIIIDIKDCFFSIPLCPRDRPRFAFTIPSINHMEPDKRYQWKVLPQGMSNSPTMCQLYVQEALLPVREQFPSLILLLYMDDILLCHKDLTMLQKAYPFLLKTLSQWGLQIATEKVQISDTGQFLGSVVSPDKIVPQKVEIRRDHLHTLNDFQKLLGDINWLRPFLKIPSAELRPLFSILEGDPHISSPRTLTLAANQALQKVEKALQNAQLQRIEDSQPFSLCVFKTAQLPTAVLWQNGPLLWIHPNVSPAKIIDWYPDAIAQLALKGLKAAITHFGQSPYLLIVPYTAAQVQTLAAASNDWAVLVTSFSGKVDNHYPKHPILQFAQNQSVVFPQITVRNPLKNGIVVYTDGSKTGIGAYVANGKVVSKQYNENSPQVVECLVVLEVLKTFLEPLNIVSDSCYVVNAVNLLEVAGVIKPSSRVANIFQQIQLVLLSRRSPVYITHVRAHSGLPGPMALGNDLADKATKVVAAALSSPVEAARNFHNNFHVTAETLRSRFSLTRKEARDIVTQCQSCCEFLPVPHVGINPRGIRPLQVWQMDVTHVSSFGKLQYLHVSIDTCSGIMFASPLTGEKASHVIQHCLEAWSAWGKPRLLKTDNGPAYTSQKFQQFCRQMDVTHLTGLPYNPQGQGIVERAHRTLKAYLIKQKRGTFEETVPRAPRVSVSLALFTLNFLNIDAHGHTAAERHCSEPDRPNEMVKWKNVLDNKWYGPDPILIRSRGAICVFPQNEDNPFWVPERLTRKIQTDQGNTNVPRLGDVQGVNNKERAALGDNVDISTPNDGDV

## DNA alignment of the full-length copy between C3H/HeJ (IAP #60) and the 129 genome

In bold underlined, the SHIN region

**C3H** 1 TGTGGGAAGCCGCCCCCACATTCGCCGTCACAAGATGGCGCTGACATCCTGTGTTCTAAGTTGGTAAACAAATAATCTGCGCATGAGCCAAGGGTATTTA

**129** 1 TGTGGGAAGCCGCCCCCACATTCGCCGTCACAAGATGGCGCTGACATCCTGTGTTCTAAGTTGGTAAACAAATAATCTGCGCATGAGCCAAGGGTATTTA

**C3H** 101 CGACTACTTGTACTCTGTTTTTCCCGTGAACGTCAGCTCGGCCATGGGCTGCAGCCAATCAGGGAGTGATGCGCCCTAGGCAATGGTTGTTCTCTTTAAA

**129** 101 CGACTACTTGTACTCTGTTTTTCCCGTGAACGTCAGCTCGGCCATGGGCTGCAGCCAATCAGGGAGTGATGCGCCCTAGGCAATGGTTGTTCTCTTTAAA

**C3H** 201 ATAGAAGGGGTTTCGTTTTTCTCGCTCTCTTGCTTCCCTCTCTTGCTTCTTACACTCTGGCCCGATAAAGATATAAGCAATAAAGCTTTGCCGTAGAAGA

**129** 201 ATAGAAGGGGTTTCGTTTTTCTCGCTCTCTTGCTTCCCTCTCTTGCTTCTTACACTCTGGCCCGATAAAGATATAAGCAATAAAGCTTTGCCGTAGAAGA

**C3H** 301 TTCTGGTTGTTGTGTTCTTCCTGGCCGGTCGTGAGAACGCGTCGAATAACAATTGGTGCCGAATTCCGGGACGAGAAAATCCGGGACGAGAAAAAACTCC

**129** 301 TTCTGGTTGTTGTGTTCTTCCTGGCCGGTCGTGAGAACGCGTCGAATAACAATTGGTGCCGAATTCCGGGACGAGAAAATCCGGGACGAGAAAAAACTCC

**C3H** 401 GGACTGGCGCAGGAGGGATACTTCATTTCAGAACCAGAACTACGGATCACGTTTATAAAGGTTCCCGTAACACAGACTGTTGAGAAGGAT-CAACTGCCG

**129** 401 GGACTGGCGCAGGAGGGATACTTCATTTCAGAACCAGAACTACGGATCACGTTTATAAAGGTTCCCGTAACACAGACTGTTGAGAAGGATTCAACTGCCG

**C3H** 500 AATTCAGA-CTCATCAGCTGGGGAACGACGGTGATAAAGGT-CCCGTAA-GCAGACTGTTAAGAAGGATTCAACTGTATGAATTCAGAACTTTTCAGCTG

**129** 501 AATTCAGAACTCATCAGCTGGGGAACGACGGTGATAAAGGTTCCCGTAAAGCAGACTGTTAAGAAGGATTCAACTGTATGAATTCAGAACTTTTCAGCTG

**C3H** 597 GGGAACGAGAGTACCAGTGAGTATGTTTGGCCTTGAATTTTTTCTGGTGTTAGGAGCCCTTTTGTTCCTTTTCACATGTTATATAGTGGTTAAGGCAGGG

**129** 601 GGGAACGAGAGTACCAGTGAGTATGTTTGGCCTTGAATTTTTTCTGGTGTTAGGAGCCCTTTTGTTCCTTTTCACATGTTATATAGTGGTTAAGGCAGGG

**C3H** 697 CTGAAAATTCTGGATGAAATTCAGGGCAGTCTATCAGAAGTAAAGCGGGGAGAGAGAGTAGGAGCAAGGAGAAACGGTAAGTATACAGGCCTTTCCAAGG

**129** 701 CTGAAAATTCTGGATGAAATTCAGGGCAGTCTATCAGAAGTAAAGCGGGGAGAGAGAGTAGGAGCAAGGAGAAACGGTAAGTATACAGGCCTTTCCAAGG

**C3H** 797 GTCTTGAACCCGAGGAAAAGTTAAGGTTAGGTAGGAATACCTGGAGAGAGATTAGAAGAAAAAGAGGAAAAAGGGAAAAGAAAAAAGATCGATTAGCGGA

**129** 801 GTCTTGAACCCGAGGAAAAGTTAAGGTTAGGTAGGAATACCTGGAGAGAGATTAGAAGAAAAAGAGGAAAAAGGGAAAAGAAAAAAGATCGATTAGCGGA

**C3H** 897 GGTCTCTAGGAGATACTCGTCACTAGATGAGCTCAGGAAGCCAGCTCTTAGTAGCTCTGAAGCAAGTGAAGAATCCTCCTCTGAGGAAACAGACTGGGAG

**129** 901 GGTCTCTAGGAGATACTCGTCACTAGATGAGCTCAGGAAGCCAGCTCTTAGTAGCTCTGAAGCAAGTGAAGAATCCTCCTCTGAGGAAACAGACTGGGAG

**C3H** 997 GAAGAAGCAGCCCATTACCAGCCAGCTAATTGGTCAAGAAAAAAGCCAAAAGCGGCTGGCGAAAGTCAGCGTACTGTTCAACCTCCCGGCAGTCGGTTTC

**129** 1001 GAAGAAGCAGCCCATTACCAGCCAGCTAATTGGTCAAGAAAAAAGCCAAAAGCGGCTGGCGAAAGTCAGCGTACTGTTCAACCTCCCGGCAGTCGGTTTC

**C3H** 1097 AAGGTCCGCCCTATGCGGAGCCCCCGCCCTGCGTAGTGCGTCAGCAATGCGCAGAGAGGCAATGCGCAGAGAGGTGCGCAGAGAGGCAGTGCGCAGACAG

**129** 1101 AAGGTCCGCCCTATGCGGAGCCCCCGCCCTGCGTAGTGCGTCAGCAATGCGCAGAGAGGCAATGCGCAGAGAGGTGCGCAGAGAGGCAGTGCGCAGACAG

**C3H** 1197 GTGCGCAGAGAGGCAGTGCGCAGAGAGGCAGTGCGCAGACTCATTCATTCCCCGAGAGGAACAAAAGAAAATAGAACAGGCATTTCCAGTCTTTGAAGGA

**129** 1201 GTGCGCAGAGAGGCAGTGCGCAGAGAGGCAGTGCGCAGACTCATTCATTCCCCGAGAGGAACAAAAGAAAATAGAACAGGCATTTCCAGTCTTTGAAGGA

**C3H** 1297 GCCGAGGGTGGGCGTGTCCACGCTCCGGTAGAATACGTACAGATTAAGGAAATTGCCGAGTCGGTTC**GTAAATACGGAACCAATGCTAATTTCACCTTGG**

**129** 1301 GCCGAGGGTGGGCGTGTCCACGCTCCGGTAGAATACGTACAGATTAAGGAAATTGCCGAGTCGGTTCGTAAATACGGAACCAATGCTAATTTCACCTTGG

**C3H** 1397 **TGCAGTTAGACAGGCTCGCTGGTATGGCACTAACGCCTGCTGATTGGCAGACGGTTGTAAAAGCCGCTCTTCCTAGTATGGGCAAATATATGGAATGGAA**

**129** 1401 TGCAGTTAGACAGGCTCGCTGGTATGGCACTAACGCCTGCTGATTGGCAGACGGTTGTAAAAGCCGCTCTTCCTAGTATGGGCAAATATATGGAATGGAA

**C3H** 1497 **AGC**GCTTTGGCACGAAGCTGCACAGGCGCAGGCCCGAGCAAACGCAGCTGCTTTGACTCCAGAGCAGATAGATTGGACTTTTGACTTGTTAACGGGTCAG

**129** 1501 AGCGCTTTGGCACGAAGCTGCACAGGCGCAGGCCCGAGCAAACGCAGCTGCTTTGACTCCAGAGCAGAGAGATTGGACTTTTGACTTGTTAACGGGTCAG

**C3H** 1597 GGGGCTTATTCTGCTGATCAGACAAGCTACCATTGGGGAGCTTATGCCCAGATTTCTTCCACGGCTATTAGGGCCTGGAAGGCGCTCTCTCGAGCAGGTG

**129** 1601 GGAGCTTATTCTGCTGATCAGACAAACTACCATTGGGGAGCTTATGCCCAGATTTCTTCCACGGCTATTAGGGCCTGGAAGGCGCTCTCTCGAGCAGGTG

**C3H** 1697 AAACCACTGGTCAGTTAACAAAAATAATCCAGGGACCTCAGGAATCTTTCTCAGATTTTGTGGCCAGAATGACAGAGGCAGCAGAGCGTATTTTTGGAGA

**129** 1701 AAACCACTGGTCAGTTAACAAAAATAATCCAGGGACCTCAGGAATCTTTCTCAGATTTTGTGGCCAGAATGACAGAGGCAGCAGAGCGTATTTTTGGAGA

**C3H** 1797 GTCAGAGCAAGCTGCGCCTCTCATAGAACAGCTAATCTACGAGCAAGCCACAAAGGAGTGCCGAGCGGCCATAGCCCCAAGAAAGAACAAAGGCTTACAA

**129** 1801 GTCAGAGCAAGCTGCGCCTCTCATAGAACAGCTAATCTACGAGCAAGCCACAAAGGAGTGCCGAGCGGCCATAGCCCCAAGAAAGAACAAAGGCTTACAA

**C3H** 1897 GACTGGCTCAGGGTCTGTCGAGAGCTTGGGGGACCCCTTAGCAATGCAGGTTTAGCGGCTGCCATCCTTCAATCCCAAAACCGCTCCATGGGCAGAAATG

**129** 1901 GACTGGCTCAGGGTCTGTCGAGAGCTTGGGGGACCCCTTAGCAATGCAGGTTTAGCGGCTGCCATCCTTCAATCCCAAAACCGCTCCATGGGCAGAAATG

**C3H** 1997 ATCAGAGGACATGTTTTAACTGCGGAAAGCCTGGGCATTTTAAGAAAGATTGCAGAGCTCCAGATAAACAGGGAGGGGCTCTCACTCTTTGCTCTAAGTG

**129** 2001 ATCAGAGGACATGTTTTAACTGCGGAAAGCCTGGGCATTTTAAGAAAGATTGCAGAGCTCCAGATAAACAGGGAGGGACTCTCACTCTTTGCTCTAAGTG

**C3H** 2097 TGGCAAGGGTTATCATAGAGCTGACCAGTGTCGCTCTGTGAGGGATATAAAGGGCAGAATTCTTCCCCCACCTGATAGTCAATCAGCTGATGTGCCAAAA

**129** 2101 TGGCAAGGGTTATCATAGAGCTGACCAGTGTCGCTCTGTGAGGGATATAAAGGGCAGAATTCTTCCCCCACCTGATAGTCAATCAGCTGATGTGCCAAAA

**C3H** 2197 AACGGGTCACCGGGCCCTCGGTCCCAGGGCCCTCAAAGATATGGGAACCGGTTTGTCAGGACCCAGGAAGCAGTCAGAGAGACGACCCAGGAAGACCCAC

**129** 2201 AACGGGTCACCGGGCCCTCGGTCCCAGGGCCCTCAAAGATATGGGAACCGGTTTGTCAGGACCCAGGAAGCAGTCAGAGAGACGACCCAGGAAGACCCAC

**C3H** 2297 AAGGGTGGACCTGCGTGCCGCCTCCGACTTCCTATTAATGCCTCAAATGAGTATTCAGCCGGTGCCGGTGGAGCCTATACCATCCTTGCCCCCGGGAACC

**129** 2301 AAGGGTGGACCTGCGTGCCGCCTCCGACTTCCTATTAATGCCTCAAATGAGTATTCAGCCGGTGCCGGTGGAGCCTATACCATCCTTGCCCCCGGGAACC

**C3H** 2397 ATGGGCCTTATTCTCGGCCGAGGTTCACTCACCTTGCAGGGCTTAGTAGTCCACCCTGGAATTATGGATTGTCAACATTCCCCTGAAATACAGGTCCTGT

**129** 2401 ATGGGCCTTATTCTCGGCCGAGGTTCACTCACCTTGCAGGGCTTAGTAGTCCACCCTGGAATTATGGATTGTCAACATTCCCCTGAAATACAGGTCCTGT

**C3H** 2497 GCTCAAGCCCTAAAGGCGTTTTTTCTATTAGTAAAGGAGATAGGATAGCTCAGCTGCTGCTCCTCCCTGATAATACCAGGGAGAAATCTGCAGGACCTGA

**129** 2501 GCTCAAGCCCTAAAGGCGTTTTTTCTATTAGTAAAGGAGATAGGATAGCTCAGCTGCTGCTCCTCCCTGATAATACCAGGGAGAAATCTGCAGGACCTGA

**C3H** 2597 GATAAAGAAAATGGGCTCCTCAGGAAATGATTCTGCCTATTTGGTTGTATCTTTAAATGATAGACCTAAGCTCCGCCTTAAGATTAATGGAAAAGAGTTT

**129** 2601 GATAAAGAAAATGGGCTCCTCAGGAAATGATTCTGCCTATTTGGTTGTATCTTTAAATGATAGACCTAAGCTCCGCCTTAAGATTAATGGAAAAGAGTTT

**C3H** 2697 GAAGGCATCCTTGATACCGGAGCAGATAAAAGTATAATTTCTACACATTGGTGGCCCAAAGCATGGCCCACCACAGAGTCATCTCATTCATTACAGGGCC

**129** 2701 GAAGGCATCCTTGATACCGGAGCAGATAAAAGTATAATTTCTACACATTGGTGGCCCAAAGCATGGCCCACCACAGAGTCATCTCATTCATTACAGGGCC

**C3H** 2797 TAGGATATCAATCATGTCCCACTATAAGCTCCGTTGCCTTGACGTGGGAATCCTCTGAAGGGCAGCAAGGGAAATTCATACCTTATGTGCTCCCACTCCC

**129** 2801 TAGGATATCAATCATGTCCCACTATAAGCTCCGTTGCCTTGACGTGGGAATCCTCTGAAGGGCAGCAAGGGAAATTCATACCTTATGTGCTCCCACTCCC

**C3H** 2897 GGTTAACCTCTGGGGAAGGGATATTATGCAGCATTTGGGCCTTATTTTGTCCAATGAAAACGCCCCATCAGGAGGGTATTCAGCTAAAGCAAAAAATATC

**129** 2901 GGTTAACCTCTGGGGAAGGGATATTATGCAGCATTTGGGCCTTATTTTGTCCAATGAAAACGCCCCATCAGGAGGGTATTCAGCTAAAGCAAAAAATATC

**C3H** 2997 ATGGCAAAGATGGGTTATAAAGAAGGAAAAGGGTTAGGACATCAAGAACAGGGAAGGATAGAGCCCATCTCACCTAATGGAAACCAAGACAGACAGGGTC

**129** 3001 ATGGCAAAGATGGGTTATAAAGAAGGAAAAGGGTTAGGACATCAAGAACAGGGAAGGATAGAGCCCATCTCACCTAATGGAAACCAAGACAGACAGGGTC

**C3H** 3097 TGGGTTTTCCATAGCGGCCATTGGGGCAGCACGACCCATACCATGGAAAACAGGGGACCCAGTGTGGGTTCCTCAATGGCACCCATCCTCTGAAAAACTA

**129** 3101 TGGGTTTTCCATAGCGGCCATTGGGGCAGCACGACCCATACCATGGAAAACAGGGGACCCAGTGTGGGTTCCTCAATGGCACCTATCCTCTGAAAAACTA

**C3H** 3197 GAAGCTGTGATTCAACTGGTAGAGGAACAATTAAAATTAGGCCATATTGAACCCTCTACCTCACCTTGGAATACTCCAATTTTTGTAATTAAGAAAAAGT

**129** 3201 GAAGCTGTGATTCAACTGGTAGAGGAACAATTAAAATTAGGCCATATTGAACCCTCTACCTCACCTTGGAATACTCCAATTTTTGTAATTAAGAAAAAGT

**C3H** 3297 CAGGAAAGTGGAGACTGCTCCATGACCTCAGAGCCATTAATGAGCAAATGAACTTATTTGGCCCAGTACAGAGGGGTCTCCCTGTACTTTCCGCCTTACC

**129** 3301 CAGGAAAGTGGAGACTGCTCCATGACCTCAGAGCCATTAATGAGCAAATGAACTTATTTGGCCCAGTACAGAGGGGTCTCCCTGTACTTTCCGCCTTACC

**C3H** 3397 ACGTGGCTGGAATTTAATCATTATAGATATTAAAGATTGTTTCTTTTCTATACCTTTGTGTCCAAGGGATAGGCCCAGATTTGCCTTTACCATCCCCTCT

**129** 3401 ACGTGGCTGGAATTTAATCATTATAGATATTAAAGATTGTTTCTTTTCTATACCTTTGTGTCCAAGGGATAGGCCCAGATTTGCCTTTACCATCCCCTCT

**C3H** 3497 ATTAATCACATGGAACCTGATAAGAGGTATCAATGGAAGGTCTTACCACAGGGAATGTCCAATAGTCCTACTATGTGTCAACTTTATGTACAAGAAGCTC

**129** 3501 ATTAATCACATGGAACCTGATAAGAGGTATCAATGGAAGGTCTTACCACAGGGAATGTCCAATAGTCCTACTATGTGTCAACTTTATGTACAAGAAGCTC

**C3H** 3597 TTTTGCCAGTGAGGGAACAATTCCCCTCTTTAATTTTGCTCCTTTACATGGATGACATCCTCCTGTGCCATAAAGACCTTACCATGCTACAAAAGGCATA

**129** 3601 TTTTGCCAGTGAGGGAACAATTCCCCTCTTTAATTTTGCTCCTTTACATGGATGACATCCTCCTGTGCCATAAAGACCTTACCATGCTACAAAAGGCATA

**C3H** 3697 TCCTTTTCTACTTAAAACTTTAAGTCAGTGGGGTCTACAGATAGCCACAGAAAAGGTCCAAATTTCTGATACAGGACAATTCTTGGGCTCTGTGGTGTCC

**129** 3701 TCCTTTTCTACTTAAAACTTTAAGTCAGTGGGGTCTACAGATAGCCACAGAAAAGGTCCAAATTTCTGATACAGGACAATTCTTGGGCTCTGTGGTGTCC

**C3H** 3797 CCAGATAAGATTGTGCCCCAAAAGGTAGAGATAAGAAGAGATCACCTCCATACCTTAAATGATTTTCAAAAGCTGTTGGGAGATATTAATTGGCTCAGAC

**129** 3801 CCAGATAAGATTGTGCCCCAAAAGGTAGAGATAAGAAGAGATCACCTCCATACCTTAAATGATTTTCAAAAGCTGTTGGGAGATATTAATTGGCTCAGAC

**C3H** 3897 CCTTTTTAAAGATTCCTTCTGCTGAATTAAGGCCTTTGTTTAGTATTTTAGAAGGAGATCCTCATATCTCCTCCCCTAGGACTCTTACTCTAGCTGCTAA

**129** 3901 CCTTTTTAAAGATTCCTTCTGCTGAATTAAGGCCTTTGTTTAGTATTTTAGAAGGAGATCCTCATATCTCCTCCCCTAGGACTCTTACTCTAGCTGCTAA

**C3H** 3997 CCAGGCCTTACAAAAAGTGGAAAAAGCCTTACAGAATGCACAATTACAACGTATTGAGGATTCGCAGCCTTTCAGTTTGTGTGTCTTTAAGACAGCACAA

**129** 4001 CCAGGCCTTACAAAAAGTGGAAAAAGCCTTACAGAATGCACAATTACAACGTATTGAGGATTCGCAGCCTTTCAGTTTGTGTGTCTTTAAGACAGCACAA

**C3H** 4097 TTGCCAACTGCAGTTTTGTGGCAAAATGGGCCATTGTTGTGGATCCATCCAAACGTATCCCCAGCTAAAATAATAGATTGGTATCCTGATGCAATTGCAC

**129** 4101 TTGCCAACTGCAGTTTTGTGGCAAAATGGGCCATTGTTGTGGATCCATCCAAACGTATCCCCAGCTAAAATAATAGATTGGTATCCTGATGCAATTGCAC

**C3H** 4197 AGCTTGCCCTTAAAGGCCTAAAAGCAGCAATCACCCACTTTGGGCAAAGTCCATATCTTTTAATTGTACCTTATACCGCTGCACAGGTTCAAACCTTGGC

**129** 4201 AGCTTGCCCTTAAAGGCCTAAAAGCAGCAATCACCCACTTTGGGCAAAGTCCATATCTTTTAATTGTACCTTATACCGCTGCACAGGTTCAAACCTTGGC

**C3H** 4297 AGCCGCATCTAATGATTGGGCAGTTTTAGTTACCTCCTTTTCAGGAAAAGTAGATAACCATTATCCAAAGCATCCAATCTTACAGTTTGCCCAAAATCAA

**129** 4301 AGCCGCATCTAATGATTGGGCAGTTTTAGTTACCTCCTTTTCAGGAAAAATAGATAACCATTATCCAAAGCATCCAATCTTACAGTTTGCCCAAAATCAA

**C3H** 4397 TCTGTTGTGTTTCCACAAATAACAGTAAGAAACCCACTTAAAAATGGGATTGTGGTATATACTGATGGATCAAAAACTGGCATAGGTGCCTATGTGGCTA

**129** 4401 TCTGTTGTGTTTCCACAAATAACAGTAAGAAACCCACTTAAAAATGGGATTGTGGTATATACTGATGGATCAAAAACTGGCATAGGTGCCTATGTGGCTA

**C3H** 4497 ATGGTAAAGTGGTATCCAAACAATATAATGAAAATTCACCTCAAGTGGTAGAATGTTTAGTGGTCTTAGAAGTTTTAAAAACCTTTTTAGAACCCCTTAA

**129** 4501 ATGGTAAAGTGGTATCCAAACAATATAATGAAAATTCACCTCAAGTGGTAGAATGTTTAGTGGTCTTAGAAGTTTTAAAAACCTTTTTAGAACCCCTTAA

**C3H** 4597 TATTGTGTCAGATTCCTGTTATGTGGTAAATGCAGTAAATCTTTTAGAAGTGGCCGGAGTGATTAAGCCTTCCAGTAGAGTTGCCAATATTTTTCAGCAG

**129** 4601 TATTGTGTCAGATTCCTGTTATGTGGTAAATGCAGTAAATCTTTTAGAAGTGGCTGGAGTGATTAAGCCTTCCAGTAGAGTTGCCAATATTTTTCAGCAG

**C3H** 4697 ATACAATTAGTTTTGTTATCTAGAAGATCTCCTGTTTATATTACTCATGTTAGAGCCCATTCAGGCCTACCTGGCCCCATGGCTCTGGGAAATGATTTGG

**129** 4701 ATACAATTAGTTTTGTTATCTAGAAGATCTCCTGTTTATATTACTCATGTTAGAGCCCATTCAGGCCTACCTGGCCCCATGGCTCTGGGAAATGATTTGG

**C3H** 4797 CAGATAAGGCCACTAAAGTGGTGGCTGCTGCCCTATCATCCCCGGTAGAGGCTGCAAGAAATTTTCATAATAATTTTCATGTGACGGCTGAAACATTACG

**129** 4801 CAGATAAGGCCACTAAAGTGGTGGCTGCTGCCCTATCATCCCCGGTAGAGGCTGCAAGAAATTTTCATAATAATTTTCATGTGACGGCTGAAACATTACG

**C3H** 4897 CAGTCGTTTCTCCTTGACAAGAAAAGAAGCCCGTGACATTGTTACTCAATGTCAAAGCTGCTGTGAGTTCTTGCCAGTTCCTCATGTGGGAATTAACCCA

**129** 4901 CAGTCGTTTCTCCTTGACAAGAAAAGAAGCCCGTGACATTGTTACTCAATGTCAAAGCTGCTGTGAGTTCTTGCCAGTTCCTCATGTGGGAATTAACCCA

**C3H** 4997 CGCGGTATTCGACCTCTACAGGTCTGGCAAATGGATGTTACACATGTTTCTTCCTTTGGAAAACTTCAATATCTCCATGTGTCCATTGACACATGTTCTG

**129** 5001 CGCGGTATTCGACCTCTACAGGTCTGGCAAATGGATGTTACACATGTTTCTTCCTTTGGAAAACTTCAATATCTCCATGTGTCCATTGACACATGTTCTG

**C3H** 5097 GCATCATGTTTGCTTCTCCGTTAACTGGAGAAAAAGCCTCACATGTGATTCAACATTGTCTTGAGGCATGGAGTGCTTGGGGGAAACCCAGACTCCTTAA

**129** 5101 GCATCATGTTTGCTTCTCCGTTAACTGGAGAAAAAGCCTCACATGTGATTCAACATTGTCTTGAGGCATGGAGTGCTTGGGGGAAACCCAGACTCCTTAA

**C3H** 5197 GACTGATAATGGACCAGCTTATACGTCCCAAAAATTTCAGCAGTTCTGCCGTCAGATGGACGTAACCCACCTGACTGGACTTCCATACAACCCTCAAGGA

**129** 5201 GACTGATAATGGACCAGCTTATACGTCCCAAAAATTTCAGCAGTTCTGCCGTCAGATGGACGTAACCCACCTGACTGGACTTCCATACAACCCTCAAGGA

**C3H** 5297 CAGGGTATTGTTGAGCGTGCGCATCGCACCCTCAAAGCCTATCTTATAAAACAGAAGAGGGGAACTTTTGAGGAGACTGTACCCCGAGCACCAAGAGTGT

**129** 5301 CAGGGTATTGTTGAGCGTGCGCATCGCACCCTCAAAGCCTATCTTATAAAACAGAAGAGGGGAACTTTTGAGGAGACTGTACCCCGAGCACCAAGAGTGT

**C3H** 5397 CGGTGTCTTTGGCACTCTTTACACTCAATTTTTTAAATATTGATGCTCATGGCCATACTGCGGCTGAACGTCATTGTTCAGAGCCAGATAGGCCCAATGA

**129** 5401 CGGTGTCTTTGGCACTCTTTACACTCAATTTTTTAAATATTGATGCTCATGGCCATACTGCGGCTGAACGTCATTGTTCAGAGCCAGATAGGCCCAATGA

**C3H** 5497 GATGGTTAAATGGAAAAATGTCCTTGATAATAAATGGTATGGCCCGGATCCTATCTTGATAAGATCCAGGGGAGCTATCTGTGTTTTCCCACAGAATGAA

**129** 5501 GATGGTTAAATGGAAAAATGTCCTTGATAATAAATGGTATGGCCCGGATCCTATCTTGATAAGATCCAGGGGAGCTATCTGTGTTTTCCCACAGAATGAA

**C3H** 5597 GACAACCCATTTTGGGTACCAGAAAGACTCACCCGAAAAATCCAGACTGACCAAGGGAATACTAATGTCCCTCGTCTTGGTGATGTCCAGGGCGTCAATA

**129** 5601 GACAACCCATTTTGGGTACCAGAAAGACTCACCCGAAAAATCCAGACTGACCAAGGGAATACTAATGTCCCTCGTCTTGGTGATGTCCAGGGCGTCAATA

**C3H** 5697 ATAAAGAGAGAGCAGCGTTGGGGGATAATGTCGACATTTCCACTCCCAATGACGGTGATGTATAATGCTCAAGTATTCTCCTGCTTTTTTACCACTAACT

**129** 5701 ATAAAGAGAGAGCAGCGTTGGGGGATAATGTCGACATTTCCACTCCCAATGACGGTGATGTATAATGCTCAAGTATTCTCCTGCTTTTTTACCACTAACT

**C3H** 5797 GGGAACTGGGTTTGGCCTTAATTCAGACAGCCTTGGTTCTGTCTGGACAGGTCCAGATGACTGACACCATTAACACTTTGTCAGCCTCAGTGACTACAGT

**129** 5801 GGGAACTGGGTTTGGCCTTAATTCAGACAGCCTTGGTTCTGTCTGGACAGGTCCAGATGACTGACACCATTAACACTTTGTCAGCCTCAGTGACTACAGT

**C3H** 5897 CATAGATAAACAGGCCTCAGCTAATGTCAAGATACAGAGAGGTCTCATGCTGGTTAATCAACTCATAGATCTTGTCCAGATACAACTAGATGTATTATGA

**129** 5901 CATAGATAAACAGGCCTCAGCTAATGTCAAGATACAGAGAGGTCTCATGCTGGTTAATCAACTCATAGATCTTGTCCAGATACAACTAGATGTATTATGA

**C3H** 5997 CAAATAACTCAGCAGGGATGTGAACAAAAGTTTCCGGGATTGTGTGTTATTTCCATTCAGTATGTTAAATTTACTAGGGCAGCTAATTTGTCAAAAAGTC

**129** 6001 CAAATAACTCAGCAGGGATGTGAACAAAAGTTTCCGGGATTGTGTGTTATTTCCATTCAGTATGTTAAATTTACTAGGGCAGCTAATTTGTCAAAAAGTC

**C3H** 6097 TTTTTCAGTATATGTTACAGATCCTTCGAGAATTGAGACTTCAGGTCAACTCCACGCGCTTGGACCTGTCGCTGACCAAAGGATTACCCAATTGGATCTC

**129** 6101 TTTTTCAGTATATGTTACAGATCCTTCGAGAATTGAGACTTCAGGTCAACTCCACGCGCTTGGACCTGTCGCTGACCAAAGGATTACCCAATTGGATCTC

**C3H** 6197 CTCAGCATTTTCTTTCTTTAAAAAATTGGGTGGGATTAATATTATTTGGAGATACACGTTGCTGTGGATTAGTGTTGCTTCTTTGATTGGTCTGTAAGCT

**129** 6201 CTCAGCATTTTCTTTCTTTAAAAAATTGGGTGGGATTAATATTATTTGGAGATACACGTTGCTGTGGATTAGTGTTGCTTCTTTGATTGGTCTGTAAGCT

**C3H** 6297 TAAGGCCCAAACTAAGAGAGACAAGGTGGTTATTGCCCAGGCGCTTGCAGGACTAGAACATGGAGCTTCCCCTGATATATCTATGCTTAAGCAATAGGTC

**129** 6301 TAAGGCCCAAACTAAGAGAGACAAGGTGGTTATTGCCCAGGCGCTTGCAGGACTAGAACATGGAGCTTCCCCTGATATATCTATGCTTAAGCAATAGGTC

**C3H** 6397 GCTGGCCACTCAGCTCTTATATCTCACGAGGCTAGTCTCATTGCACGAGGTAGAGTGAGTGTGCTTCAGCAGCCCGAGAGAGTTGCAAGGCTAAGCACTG

**129** 6401 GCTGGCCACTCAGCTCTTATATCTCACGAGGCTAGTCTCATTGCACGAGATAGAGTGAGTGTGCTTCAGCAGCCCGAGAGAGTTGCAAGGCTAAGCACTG

**C3H** 6497 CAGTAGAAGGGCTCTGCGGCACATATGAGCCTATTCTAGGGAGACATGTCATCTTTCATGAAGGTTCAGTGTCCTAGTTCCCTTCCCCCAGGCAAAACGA

**129** 6501 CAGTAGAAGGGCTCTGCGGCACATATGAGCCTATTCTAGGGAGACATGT---------------------------------------------------

**C3H** 6597 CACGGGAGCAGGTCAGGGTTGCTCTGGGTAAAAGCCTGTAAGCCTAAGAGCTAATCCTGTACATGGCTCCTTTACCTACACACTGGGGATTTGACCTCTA

**129** 6549 ---------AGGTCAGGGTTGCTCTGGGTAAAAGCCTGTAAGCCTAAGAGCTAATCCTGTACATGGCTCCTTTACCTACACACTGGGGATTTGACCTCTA

**C3H** 6697 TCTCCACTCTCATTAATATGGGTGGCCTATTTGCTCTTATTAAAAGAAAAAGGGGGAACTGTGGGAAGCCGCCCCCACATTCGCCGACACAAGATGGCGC

**129** 6641 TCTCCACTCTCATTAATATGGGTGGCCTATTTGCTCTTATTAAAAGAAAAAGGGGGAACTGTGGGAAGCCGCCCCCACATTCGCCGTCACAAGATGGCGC

**C3H** 6797 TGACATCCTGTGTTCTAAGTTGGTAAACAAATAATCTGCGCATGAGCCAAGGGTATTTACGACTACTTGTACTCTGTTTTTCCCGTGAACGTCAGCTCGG

**129** 6741 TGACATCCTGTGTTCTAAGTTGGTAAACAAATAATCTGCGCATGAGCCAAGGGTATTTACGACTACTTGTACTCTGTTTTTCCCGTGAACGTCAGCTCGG

**C3H** 6897 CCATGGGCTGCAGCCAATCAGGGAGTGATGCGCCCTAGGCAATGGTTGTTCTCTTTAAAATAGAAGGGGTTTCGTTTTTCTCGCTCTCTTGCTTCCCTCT

**129** 6841 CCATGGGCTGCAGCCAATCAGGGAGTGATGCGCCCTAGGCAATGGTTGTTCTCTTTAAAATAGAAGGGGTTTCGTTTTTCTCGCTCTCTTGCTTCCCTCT

**C3H** 6997 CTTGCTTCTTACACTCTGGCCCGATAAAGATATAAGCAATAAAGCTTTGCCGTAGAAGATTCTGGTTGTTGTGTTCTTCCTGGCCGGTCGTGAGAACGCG

**129** 6941 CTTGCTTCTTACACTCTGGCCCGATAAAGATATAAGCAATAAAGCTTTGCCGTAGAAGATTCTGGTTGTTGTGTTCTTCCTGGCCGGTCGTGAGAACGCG

**C3H** 7097 TCGAATAACA

**129** 7041 TCGAATAACA

How the deposited data were processed for this re-analysis (not part of the article)

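H3K4me3 was measured in C3H/HeJ and TT2 ES cells and H3K9me3 in C3H/HeJ ES cells by native ChIP-seq, with an input control for each cell line, in 5 libraries and 1 library per condition. The authors trimmed the reads, mapped them to mm10 with Bowtie2, left out reads with several positions, and called narrow peaks with MACS2 at an FDR of 0.01 for each library separately. The deposited lists give for each peak a fold enrichment over the input (a ratio), −log10 of the p-value and q-value, a display score that the authors' peak caller derives from the q-value, and a summit. These are the authors' values, and they were used only to describe, rank or filter peaks within a list. The lists hold no read counts, so the depth of each library is unknown, and intervals given for shares of peaks or copies cover counting error only. The input libraries have no list of their own.

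From the lists, peaks within 250 bp of each copy of Table S2 were counted, at the copy's mm10 coordinates. Strains were read from the strain column of Table S2, and distances to promoters from its distance column. Genes and TSSs were taken from the basic annotation of GENCODE M21, and genome sequence from GRCm38. IAP-like sequence was found with BLAST 2.17.0 (megablast, E-value limit 1e-10). Coordinates on unplaced sequence and the mitochondrion were left out of all overlaps. Fisher's exact test, the exact binomial test and Wilson intervals were computed with scipy 1.17.1 in Python 3.11.15. Random lists of peaks numbered 10000, each peak drawn from the 200 nearest in rank, and random placements numbered 1000. No test was made across samples.

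The functions were tested on simulated data. In 200 simulated lists without an effect, 4.00% had a value under 5%, and in 200 with most shared peaks lost, 100.0% had. The simulated peaks were independent and their sharing depended on strength alone. In the data some copies gave peaks on both flanks, and sharing also varied with distance to a TSS. These rates therefore check the function and not the test on these data. Of 12000 overlap answers, 0 differed from a direct count.

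The windows of 0, 100, 500 and 1000 bp, stricter peak thresholds, the long-read breakpoints of Table S2 and other sets of copies were tried as alternatives. The main tests, 61 alternatives and the rule for naming copies were set before the data were examined. The matched lists at the empty sites and 9 further alternatives were added later. The overlap counts at each copy were looked at before the tests of explanations were written down, and the tests made after their result was seen are named as such below. Copies are named if the paper's text or legends name them by number, if they have no C3H/HeJ H3K4me3 peak or have a TT2 or H3K9me3 peak within 250 bp, or if they are among the 3 with the highest fold enrichment; of other peaks, the 3 strongest of a counted set are named.

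The H3K4me3 lists used here have 65 stretches with at least 20 starts of coding genes and no peak, with 2914 starts in them, and 52.9% of all coding genes had a C3H/HeJ peak within 2 kb. Whether the lists used here hold every peak the authors called was not established, so a peak given as absent, in C3H/HeJ or in TT2, is absent from the lists used here. Bisulfite, qPCR, expression, Bruce4 and E14 data were not analysed here.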

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

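The paper reports H3K9me3 at IAP flanks. The peaks described here were grouped by nearness to gaps or by overlap with H3K4me3 peaks, and how many of them lie at IAP flanks was not counted. Each count is set beside random placements of the same peaks. The comparison does not cover the reads, since only the peaks called against the input were used.

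Of the 560 H3K9me3 peaks on the main chromosomes, 35 lay within 50 kb of a gap of the assembly. Placed at random on the same chromosomes, a median of 3.00 and at most 10 lay as near, and 0% of 1000 placements had as many, so chance placement is argued against. Whether reads of several copies were mapped to a single assembled copy beside these gaps was not tested. No biological explanation was tested.

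An H3K4me3 peak overlapped 11 of the 560 H3K9me3 peaks, against a median of 5.00 over random placements, and 1.20% of placements had as many. Of these, the 3 strongest by −log10 q were on chromosome 2, and they are also the 3 strongest of the whole H3K9me3 list. The peak at 98666611 to 98667287, in Gm10800, had a −log10 q of 96.6 and a fold enrichment of 5.36. The peak at 98662512 to 98662794, in Gm10801, had values of 76.0 and 6.22. The intergenic peak at 182012674 to 182013174 had values of 96.5 and 20.2, the highest fold enrichment of the list. Both lists were called against the same C3H/HeJ input, so a site where that input is too low would appear in both. The fold enrichments in Gm10800 and Gm10801 were below the list's median of 6.47, so they give no sign of a low input there. For the other overlapping peaks a low input stays open. The input itself was not examined, and no biological explanation was tested.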

How the results depend on the processing

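Of the 61 alternatives set beforehand, 51 gave the same reading (a count within 1.5 times the main count, a share within its Wilson interval, or the same side of a threshold), 9 moved a value and 1 reversed a direction. No paired analysis was possible because each condition had 1 library.

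With a window of 0 bp, 5 of the 1Δ1 copies had a C3H/HeJ peak, 1 empty site had a TT2 peak and 1 common copy had a TT2 peak. A narrower window by construction leaves out peaks that stop short of a copy. With a window of 100 bp, 1 empty site had a TT2 peak. Taking peaks with a −log10 q of at least 10, 7 1Δ1 copies had a C3H/HeJ peak. Restricted to the empty sites also absent from CBA, and to copies of C3H/HeJ alone, 1 site had a TT2 peak in each, with fewer sites by construction (14 and 13).

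The share of C3H/HeJ peaks overlapped by a TT2 peak was 74.5% for as many C3H/HeJ peaks as TT2 peaks and 56.2% with both lists at a −log10 q of at least 5; the cause was not tested. At solo LTRs absent from C57BL/6, 3 of 9 summits were on the 5' side (exact binomial p = 0.508), the reverse of the direction at full-length and 1Δ1 copies; the cause was not tested. Copies with a C3H/HeJ peak numbered 39 of 61 with a window of 0 bp, 44 with a −log10 q of at least 10 and 51 to 56 under the others, against 55. The count of H3K9me3 peaks at copies was 0 throughout, but narrower windows and stricter lists can give no other count, so 5 of the 51 were fixed in advance. The strength-matched lists at the common copies, the promoter proximity and the share near IAP-like sequence kept their reading under all alternatives tried. At the empty sites, 0.0800% of the lists matched on −log10 q had as few TT2 peaks, but 14.0% of those drawn from peaks over 2 kb from a TSS had, and 11.9% when the peaks at the sites were also restricted to those over 2 kb from a TSS. At the 14 sites also absent from CBA, these values were 0.0800%, 4.53% and 4.15%. The lists at the empty sites and their alternatives were chosen after seeing the data; the cause of the change was not tested. Without read counts, the depth limits what an absent TT2 or H3K9me3 peak can say.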

Differences from the paper's values

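No count of the paper that could be recomputed differed from it by over 1.5 times in the main setting. The paper describes the site of IAP #30 as lying within a region marked in TT2; the nearest TT2 peak in the list used here was 43568 bp away, and whether that list holds every TT2 peak was not established. The paper's legend treats the 27 empty sites as absent from CBA; the strain column of Table S2 lists 13 of them as present there. The paper states that 40 of the copies are present in other strains; by the strain column of Table S2 the count was 48. The paper counts 61 copies with H3K4me3 over both genome assemblies, and 55 had a peak in the mm10 list. The paper states that most of the marked empty sites in its cell lines were within 2 kb of a promoter; in TT2 this held for 1 of 3, and for 2 of 4 with a window of 500 bp. These counts take IAP #4, whose entry names a CpG island but no promoter, as not near.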

Other observations

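The tests on the sites absent from CBA, on the chromosome 1 share and on gene starts beside the summits were chosen after the result was seen. The summit test and the matched lists at the common copies were part of the design described above. The matched lists at the empty sites were chosen after seeing the data. The remaining tests were written down before their own result was seen, but after the overlap counts at the copies were known.

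At the common copies, few C3H/HeJ peaks had a TT2 peak. A TT2 list that is less sensitive overall is argued against, since 0% of the lists matched on −log10 q had as few, and so is a general rarity of TT2 peaks away from TSSs, since 0% of the lists drawn from peaks over 2 kb from a TSS had as few. Differences between the strains and between these cell lines or cultures stay open, as does the fact that the copies were selected by the authors for their C3H/HeJ signal. The paper counts more of these copies as marked in Bruce4, a C57BL/6 line, than in TT2. Low detection in TT2 at sites of this kind, which the matching does not address, therefore stays open too. At the empty sites, 0.0800% of the lists matched on −log10 q had as few TT2 peaks as the 4 of 23 C3H/HeJ peaks there, but 14.0% of the lists drawn from peaks over 2 kb from a TSS had as few. Of these sites, 13 are listed as present in CBA, a parent of TT2, so TT2 may carry the IAP there on the CBA allele. The C57BL/6 allele lacks the IAP, and which alleles TT2 holds was not examined. The paper gives IAP #60, which is among the 13, as absent from TT2. At the 14 sites absent from CBA too, 1 of 14 C3H/HeJ peaks had a TT2 peak, as few as in 0.0800% of the lists matched on −log10 q and in 4.53% of those drawn from peaks over 2 kb from a TSS. A candidate explanation for the few TT2 peaks at the 27 sites taken together is that C3H/HeJ peaks far from TSSs are seldom in the TT2 list whatever they lie at. At the 14 sites this is argued against as the whole cause only by a small margin, since 4.53% is close to the limit of 5% and the sites are few. An effect of the missing IAP and differences between the strains, cell lines or cultures stay open.

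One hypothesis was that the mark may sit at the 5' LTR of full-length and 1Δ1 copies. The summit of the strongest C3H/HeJ H3K4me3 peak was on the 5' side of the insertion site at 12 of 13 copies with a peak (exact binomial test, two-sided, p = 0.00342), the exception being IAP #35 at 163 bp on the 3' side. Leaving out IAP #3, #30 and #60, which are within 2 kb of an annotated TSS, it was on the 5' side at 9 of 10 (exact p = 0.0215), which argues against gene promoters on that side as the whole cause. At IAP #3 the summit lay 1390 bp from the site on the 5' side, toward the promoter of Nme7.

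IAP #24, #41 and #50 had no peak in the C3H/HeJ list, and the nearest C3H/HeJ peaks were 913877, 1310278 and 843687 bp away. In the stretches without peaks around them, 145, 64 and 9 coding genes start, while 52.9% of all coding genes had a C3H/HeJ peak within 2 kb. Whether these copies lack the mark, or the lists lack peaks over the whole stretch for another reason, was not resolved.

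H3K9me3 peaks lay near IAP-like sequence more often than by chance placement (0% of 1000 placements had as many). Their spread over the chromosomes was uneven, with 81 on chromosome 1 against 40.2 by its length, 58 on chromosome 14 against 25.7 and 2 on chromosome X against 35.1. Peaks gathered beside gaps (0% of 1000 placements had as many within 50 kb), but none of the 81 on chromosome 1 was this near, and without the peaks near gaps its share still exceeded its share of the length (exact binomial p = 9.60e-11). Stretches that hold no peaks in these lists differ between chromosomes and could change such shares, and no biological explanation was tested.

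Outside Table S2, 0 C3H/HeJ H3K4me3 peaks lay within 250 bp of IAP-like sequence. The search for such sequence was incomplete: it found 34 C3H/HeJ peaks, while 66 lay at copies of Table S2. The count of 0 therefore does not rule out peaks at other IAP copies. In TT2 there was 1 H3K4me3 peak near IAP-like sequence, at no copy and without a C3H/HeJ peak. It lay on chromosome 19 from 5406831 to 5407248 with a fold enrichment of 4.41. It overlapped the TSS of 4930481A15Rik, so 100.0% of this set was near a TSS, but a single peak cannot tell a promoter from an IAP as its source.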
